# All trans-retinoic acid modulates hyperoxia-induced suppression of NF-kB-dependent Wnt signaling in alveolar A549 epithelial cells

**DOI:** 10.1371/journal.pone.0272769

**Published:** 2022-08-10

**Authors:** Nikolaos Tsotakos, Imtiaz Ahmed, Todd M. Umstead, Yuka Imamura, Eric Yau, Patricia Silveyra, Zissis C. Chroneos

## Abstract

**Introduction:**

Despite recent advances in perinatal medicine, bronchopulmonary dysplasia (BPD) remains the most common complication of preterm birth. Inflammation, the main cause for BPD, results in arrested alveolarization. All trans-retinoic acid (ATRA), the active metabolite of Vitamin A, facilitates recovery from hyperoxia induced cell damage. The mechanisms involved in this response, and the genes activated, however, are poorly understood. In this study, we investigated the mechanisms of action of ATRA in human lung epithelial cells exposed to hyperoxia. We hypothesized that ATRA reduces hyperoxia-induced inflammatory responses in A549 alveolar epithelial cells.

**Methods:**

A549 cells were exposed to hyperoxia with or without treatment with ATRA, followed by RNA-seq analysis.

**Results:**

Transcriptomic analysis of A549 cells revealed ~2,000 differentially expressed genes with a higher than 2-fold change. Treatment of cells with ATRA alleviated some of the hyperoxia-induced changes, including Wnt signaling, cell adhesion and cytochrome P450 genes, partially through NF-κB signaling.

**Discussion/Conclusion:**

Our findings support the idea that ATRA supplementation may decrease hyperoxia-induced disruption of the neonatal respiratory epithelium and alleviate development of BPD.

## Introduction

Bronchopulmonary Dysplasia (BPD) is a major cause of morbidity and mortality in preterm infants, affecting 10,000–15,000 infants per year in the United States [1–3]. Despite recent advances in medicine, BPD remains the most common complication of preterm birth [1, 2].

Lung morphogenesis in preterm infants with BPD arrests during the saccular phase of lung development when terminal airways branch and expand into alveolar ducts. Arrested alveolarization leads to decreased saccular branching and simplified airways, resulting in dilated terminal airways with fewer branches and lower number of alveoli. The lower number of alveoli reduces the surface area available for gas exchange [2]. Despite our evolving understanding of the pathogenesis of BPD, the normal signals for alveolar septation and the mechanisms underlying the disease pathobiology remain unknown [2, 4].

Inflammation is one of the key factors that results in disruption of normal lung development [2]. In preterm neonates, inflammatory processes result from several postnatal factors including mechanical ventilation, exposure to inhaled oxygen and other sources of oxidants such as parenteral nutrition, sepsis, and patent ductus arteriosus. Studies in mice, rats, and baboons have shown that sustained hyperoxia inhibits alveolar formation [5–7]. More recent studies have shown that inflammation can disrupt normal human development in extremely preterm infants [1–3, 8]. At the molecular level, this represents an interference between the inflammatory signaling pathways and normal developmental mechanisms [1, 2, 4].

Due to the multi-factorial causes for inflammation, an effective cure for BPD remains elusive [1, 2, 8]. Current therapeutics for BPD involve ventilation management, steroid treatment, and administration of various agents, such as pulmonary surfactant, caffeine, vitamin A, nitric oxide, and stem cells [1, 8]. Of all the therapeutic interventions for BPD, only caffeine and vitamin A have been shown to be beneficial in preventing BPD [3, 8, 9]. Although much is known about the mechanism of action of caffeine, information regarding the mechanism of action of vitamin A remains limited. Current evidence suggests that all trans-retinoic acid (ATRA), one of the active metabolites of vitamin A, facilitates recovery from hyperoxia-induced cell damage [10, 11]. ATRA is a non-selective retinoid that binds to all subtypes of retinoic acid receptors (RARα, RARβ, and RARγ) [12]. Yet, the mechanisms involved in this response and the downstream genes activated upon supplementation with ATRA are poorly understood. In A549 cells, a cell line used to model lung epithelia, ATRA may activate the ERK and Akt signaling pathways in a transcription-independent manner, with pro-survival effects [13, 14], while it can regulate RAR transcript levels [15]. Additionally, a 10:1 molar combination of vitamin A and ATRA attenuates hyperoxia-induced alterations in lung function of newborn mice, presumably by modulating the expression of proinflammatory molecules, such as MIP2α and IFNγ [16]. In the present study, we investigated the mechanism of action of ATRA in A549 cells exposed to hyperoxia by analysis of the transcriptome. We hypothesized that ATRA attenuates hyperoxia-induced inflammation in A549 alveolar epithelial cells.

## Materials and methods

### Reagents

All-trans retinoic acid (ATRA) was obtained from Sigma-Aldrich (St. Louis, MO). A 10^−4^ mM ATRA stock solution was made using 100% ethanol (ETOH) and stored at -80°C in amber glass vials. This was further diluted in ETOH to achieve the desired concentration for the different treatment groups. Control cells were treated with ETOH vehicle.

### Cell culture and exposure of cells to hyperoxia

We utilized A549 human lung epithelial cells (ATCC CCL-185), cultured in DMEM media (Mediatech, Inc., Manassas, VA) containing 10% fetal bovine serum (Atlanta Biologicals, Inc., Flowery Branch, GA), and 1% penicillin/streptomycin (Mediatech, Corning, NY). Cells were used within a range of two passages for all experiments conducted, after being thawed from liquid nitrogen and cultured for ~3–4 days prior to being used in experiments. For experiments, cells were sub-cultured in 6-well plates at a density of 1 x 10^5^ cells/well. Cells were subjected to hyperoxia (95% O_2_) for 24, 48 and 72 hours, along with control cells in normoxia (21% O_2_), in the presence or absence of 10^−6^, 10^−5^, and 10^−4^ mM all-trans retinoic acid (ATRA). Hyperoxia experiments were conducted in a Modular Incubator Chamber (MIC-101, Billirups-Rothenberg Inc., Del-Mar, CA) following the manufacturer’s protocol. This chamber was then maintained at 37°C in a humidified incubator.

### Cell counting

Cells were harvested to assess time- and dose-responses to treatments. Viable cells were counted in 0.4% Trypan Blue in phosphate buffered saline (ThermoFisher Scientific) to exclude trypan blue permeable cells using a hemocytometer. Each experiment was repeated in triplicate and viable cell number expressed as the mean±SD of for each condition.

### Measure of transcriptome response

Cells were harvested and RNA was extracted at the end of the 72-hour time period. Total RNA was purified using RNA-Bee (Tel-Test Inc., Friendswood, TX) and submitted for RNAseq analysis at Penn State’s Functional Genomics Core. Stranded indexed cDNA libraries were prepared with the NEXTFLEX^®^ Rapid Directional RNA-Seq Library Prep Kit (Perkin Elmer, Waltham, MA) and sequenced at Penn State’s Functional Genomics Core.

### Bioinformatics analysis of transcriptomic data

Quality of reads obtained from each sample was assessed using FastQC software. Adapter sequences were trimmed, and low length reads (<50nt) were discarded with Trimmomatic (v.0.38) [17]. Pseudoalignment of reads to the human transcriptome was performed with Kallisto, followed by quantification with Sleuth [18, 19]. Alignment of the filtered reads to the human genome (hg38) was performed using hisat2 and features were counted with htseq [20, 21]. Genes that were differentially expressed between groups were acquired with DESeq2 [22]. Gene Ontology and pathway analysis was performed with the use of the topGO and gage R packages [23, 24]. Transcriptome results were analyzed by IPA ingenuity pathway analysis (QIAGEN Bioinformatics, Redwood City CA). Significant gene expression changes between treatments were determined with an FDR of q<0.05, and gene networks were obtained using IPA and/or DAVID. Pathway inhibition or activation was assessed by z-score standard deviation analysis of log2 ratio of normalized data.

### Statistical analysis

Results were reported as means +/- standard deviation (SD). Data was analyzed using mixed effects 2-way ANOVA (the main effects were oxygen exposure and vitamin A concentration) followed by Tukey’s post-test for comparison against control conditions using Graph Pad Prism 9.4 (Graph Pad Software, Inc., San Diego, CA). Significance was assigned for p<0.05.

### Statement of ethics

Ethics approval is not required. This study does not involve animal or human subjects.

## Results

### Impact of ATRA concentration on cell number kinetics under normoxic conditions

The number of A549 cells (Fig 1) increased 3.5-fold by 72-hours of culture following a 24 to 48-hr lag phase (Fig 1A). The presence of 10^−5^ or 10^−6^ mM ATRA shortened the lag phase period resulting in 5.7–6.9-fold increase in cell number by 72-hours of culture, whereas the 10^−4^ mM concentration of ATRA did not affect cell number after 48-hrs compared to control (Fig 1A). Cell viability was estimated by cell counts at normoxia and following 24, 48 and 72 hours of hyperoxia in the presence of 10^−6^, 10^−5^ and 10^−4^ mM ATRA, or vehicle (control). Despite no significant difference in cellular viability after 24 hours, hyperoxia significantly reduced the number of viable A549 cells at 48 and 72 hours when compared to controls in normoxia (Fig 1).

**Fig 1:**
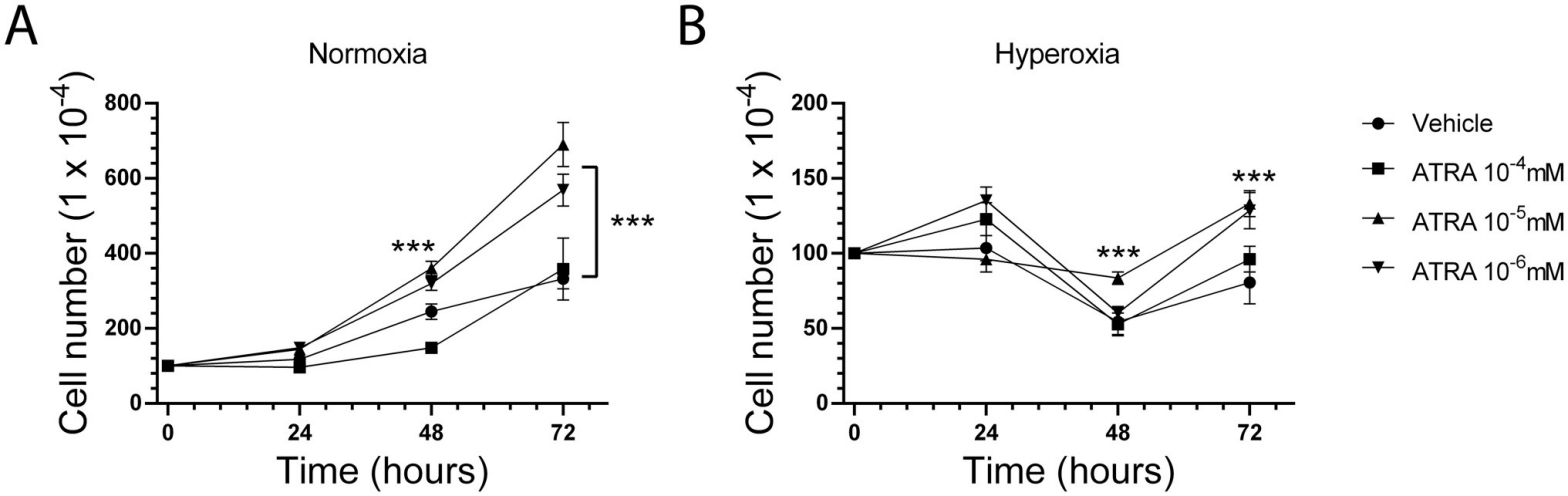
Differential impact of ATRA concentration on A549 cell number kinetics. The human A549 lung epithelial cell line was cultured under (A) normoxic (21% O_2_) or (B) hyperoxic (95% O_2_) conditions in the absence or presence of 10^−4^, 10^−5^ and 10^−6^ mM ATRA. Cells were harvested and enumerated using a hemocytometer at 24, 48, or 72hours of culture. All experiments were performed in triplicate. ***p<0.001 compared to vehicle at the same time point and oxygen treatment.

### Impact of ATRA and hyperoxia on A549 cell number kinetics

Hyperoxia led to transient decline in A549 cell number between 24 and 48-hrs after culture, followed by recovery in cell number by 72-hours, indicating adaptation to hyperoxic conditions (Fig 1B). The presence of 10^−5^ mM ATRA reduced cell number loss and both 10^−5^ and 10^−6^ mM ATRA enhanced A549 cell number at 72-hours compared to controls, whereas the 10^−4^ mM ATRA had no effect (Fig 1B). Two-way ANOVA using ATRA concentration and oxygen exposure as the potentially contributing factors revealed all main and interaction effects to be significant, with the exception of the effect of oxygen on cell counts at the 24-hour time point (S1–S3 Tables). Hyperoxia suppressed the number of mRNA transcripts of the Ki67 proliferation marker at all time points (S1 Fig). 

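A549 is a human lung epithelial cell line. RNA was sequenced from A549 cells after 72 hours, so no earlier time point has files. The values given here start from the read counts per gene that the authors deposited, normalized for library size by edgeR's TMM method and expressed as CPM, counts scaled to a common library size. Ki67 is encoded by MKI67, on chromosome 10 of hg38 from 128096659 to 128126423. Its normalized count was 141 ± 35.7 CPM (SD, n = 2 libraries) in hyperoxia with vehicle and 740 ± 91.2 CPM (SD, n = 2) in normoxia with vehicle. The log2 fold change was -2.40 (standard error 0.21, adjusted p = 6.22e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 14957 genes). It stayed between -2.70 and -2.18 across 10 fits that each left out one library. The alternative that moved it most, a comparison of libraries that received no vehicle, gave a log2 fold change of -2.92.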

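In normoxia with 1e-05 mM ATRA, the normalized count of MKI67 was 868 ± 177 CPM (SD, n = 3), and its log2 fold change against vehicle was 0.23 (standard error 0.18, adjusted p = 0.841 from edgeR's quasi-likelihood test). In hyperoxia with the same dose, it was 157 ± 35.6 CPM (SD, n = 3), a log2 fold change of 0.15 against vehicle (standard error 0.19, adjusted p = 0.809 from the same edgeR test). Both differences in mean were smaller than the SD of the ATRA libraries. With each library left out in turn, the log2 fold change in hyperoxia ranged from -0.09 to 0.42.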

The presence of 10^−5^ mM ATRA led to a relative increase in Ki67 mRNA in both normoxic and hyperoxic conditions, suggesting that ATRA enhances the proliferative potential of A549 cells. Changes in other markers of proliferation (PCNA and MCM2) followed the same trends, although not as prominent as Ki67 (S1 Fig).

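PCNA lies on chromosome 20 from 5114953 to 5126622, and its reads overlap those counted for the antisense gene PCNA-AS1, which held 95.8% as many counts. In hyperoxia against normoxia, both with vehicle, its log2 fold change was -0.12 (standard error 0.14, adjusted p = 0.644 from edgeR's quasi-likelihood test). With ATRA it was 0.28 in hyperoxia (standard error 0.13, adjusted p = 0.362) and 0.01 in normoxia (standard error 0.13, adjusted p = 0.999), both from the same edgeR test. MCM2, on chromosome 3 from 127598411 to 127622436, shares its position with LOC107986126, which held 53.3% as many counts. Its log2 fold change in hyperoxia was -0.49 (standard error 0.18, adjusted p = 0.0658 from edgeR). In a fit of the vehicle libraries alone, the adjusted p from edgeR was 0.00374, and over all alternatives it ranged from 1.75e-05 to 0.312. With ATRA, the log2 fold change of MCM2 was 0.01 in hyperoxia (standard error 0.16, adjusted p = 0.995 from edgeR) and 0.24 in normoxia (standard error 0.16, adjusted p = 0.787 from edgeR).

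**Figure D1:**
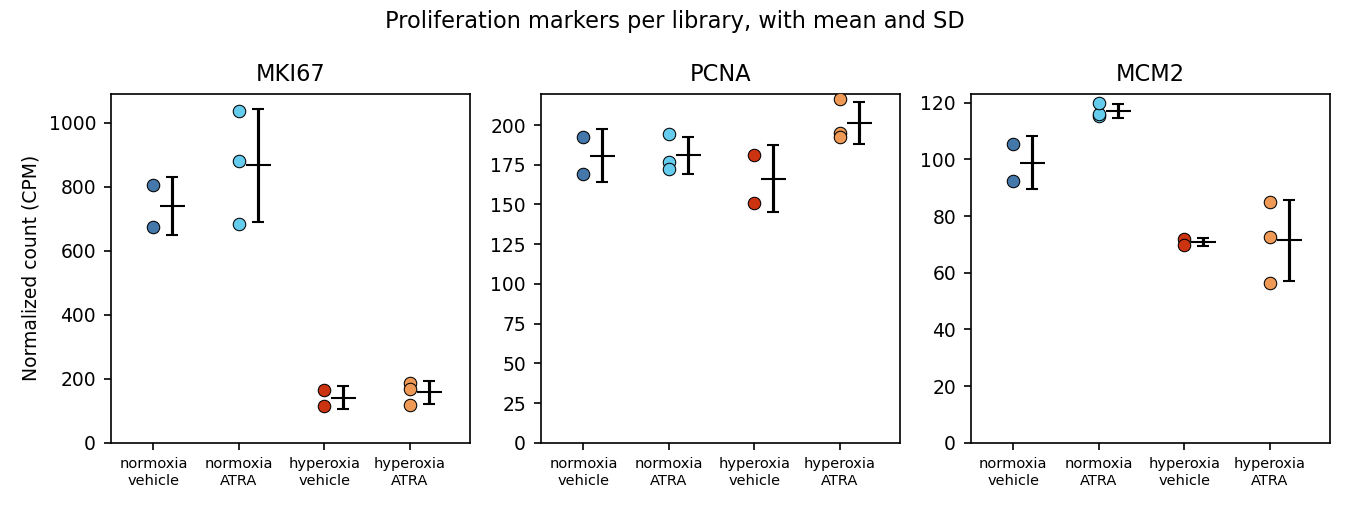
Normalized counts (CPM) of MKI67, PCNA and MCM2 in each library, by oxygen exposure and treatment. Points are libraries, and the bars beside them show the mean and SD of 2 vehicle or 3 ATRA libraries. All hyperoxia libraries lie below all normoxia libraries for MKI67 and MCM2, but not for PCNA.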

### Unbiased transcriptome analysis of hyperoxia-exposed A549 human lung epithelial cells

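The RNA-seq experiment covered A549 cells kept for 72 hours in 95% oxygen (hyperoxia) or 21% oxygen (normoxia), with 1e-05 mM ATRA or its ethanol vehicle. The libraries shown in Fig 2B number 10, with 2 for vehicle and 3 for ATRA at each oxygen exposure. The authors trimmed the reads with Trimmomatic, aligned them to hg38 with hisat2, counted them with htseq, and deposited whole-number counts for 43388 gene symbols per library, without normalization. Reads counted on genes numbered 3817977 and 5516571 in hyperoxia with vehicle and 2843227 and 5450688 in normoxia with vehicle. With ATRA, they ranged from 2642377 to 5605072 in hyperoxia (median 4128671) and from 3163517 to 3947552 in normoxia (median 3915114). At these depths, 3 counts correspond to between 0.535 and 1.14 CPM, which covers counting error only. Between 48.6% and 54.9% of the reads, unaligned ones included in the total, were assigned by htseq to no counted feature. The settings of the counting are not given, so these reads need not lie outside genes. Of the 5 other deposited libraries, 2 per oxygen exposure received no vehicle, and 1 could not be assigned to a condition and was left out. Genes were tested with edgeR's quasi-likelihood method after filtering for low counts, which left 14957 genes, and DE genes are those with an adjusted p-value under 0.05. A single fit of the 4 groups shared one estimate of the spread between replicates. DESeq2, which the authors used, was run as an alternative. Positions are those of RefSeq for GRCh38.p14. The library kit kept strand, but the paper's text does not say whether the counting used it. The count of PCNA-AS1 was between 0.704 and 1.13 times that of PCNA in each library, and genes that overlap others were therefore treated as uncertain.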

We performed whole transcriptome analysis to explore gene regulatory pathways. 

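After normalization and a log2 transform of the CPM values of 14957 genes (prior count 2), the first principal component held 38.2% of the variance among the 10 libraries and separated hyperoxia from normoxia. The second held 15.2%. It set 1 hyperoxia ATRA library, IA02, apart at 76.6, while the other libraries lay between -33.7 and 12.5. On normalized counts without a log, the first component held 79.3%.

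**Figure D2:**
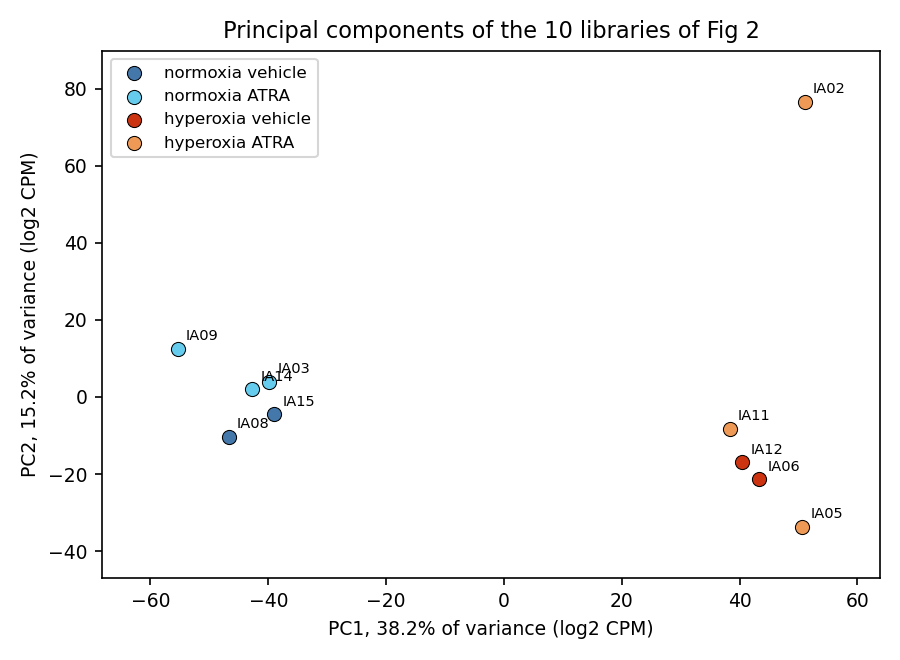
First and second principal components of log2 CPM in the 10 libraries, coloured by oxygen exposure and treatment. The 5 normoxia libraries have negative and the 5 hyperoxia libraries positive values on the first component.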

The principal component analysis (PCA) of the RNA-seq data revealed tight clustering of all samples based on their O_2_ exposure (normoxia or hypoxia), indicating high reproducibility of gene expression for these treatments (Fig 2A). Unsupervised clustering based on Euclidean distances separated the samples based on whether they were exposed to normoxia or induced hyperoxia (Fig 2B). 

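The mean Euclidean distance on log2 CPM was 120.4 between libraries of different oxygen exposure and 89.2 between libraries of the same exposure, a ratio of 1.35. Of the 252 ways to part the 10 libraries into 5 and 5, the separation by oxygen gave the largest ratio, together with its mirror (exact permutation test, one-sided p = 0.00794). Each of the 10 libraries had a nearest library with the same oxygen exposure, and 7 had one of the same oxygen exposure and treatment. The groups were not fully apart: the largest distance within an oxygen exposure was 124.4 and the smallest between exposures was 100.2. On normalized counts without a log, the ratio was 1.10 (exact permutation test, one-sided p = 0.167).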

A549 cells have been known to differentiate into alveolar type II cells, if they remain in culture for a prolonged period of time [25]. 

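The surfactant protein genes SFTPA1, SFTPA2 and SFTPD lie on chromosome 10, SFTPB on chromosome 2 and SFTPC on chromosome 8. In the 4 vehicle libraries, all 5 genes had 0 counts. The smallest share that 3 counts can show in these libraries was between 0.544 and 1.06 CPM, so lower expression was not detectable at this depth.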

Terminal differentiation to alveolar type II epithelial cells was not evident in our short-term culture as indicated by the lack of surfactant protein mRNA transcripts. The presence of ATRA, however, induced low level expression of surfactant proteins, suggesting that ATRA may induce differentiation after long-term exposure (S2 Fig). 

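Among the 6 ATRA libraries, 3 had any count on a surfactant protein gene, 19 counts in all. SFTPB and SFTPD each had counts in 2 ATRA libraries and SFTPC in 1, and the largest count was 5. The difference from the vehicle libraries, none of which had a count, was not larger than chance allows (Fisher's exact test, two-sided p = 0.2). Among the 4 libraries that received no vehicle, 2 had counts, 6 in all and all on SFTPB. None of the genes passed the filter on low counts, and SFTPA1 and SFTPA2 had 0 counts in each of the libraries.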

We then performed differential gene expression (DGE) analysis with the hisat2-htseq-DESeq2 pipeline for a pairwise comparison of the two treatments. 

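In hyperoxia against normoxia with vehicle, 2 libraries against 2, the edgeR fit of the 10 libraries gave 2616 DE genes among 14957 tested, of which 1298 were higher and 1318 lower in hyperoxia. At an unadjusted p under 0.05 there were 4265. It depended on the fit, with 1420 DE genes when the 4 libraries without vehicle were added. There were 4802 when vehicle and ATRA libraries were taken together with ATRA as a covariate. The 4 added libraries are in neither group compared, so they act through the low-count filter, the normalization and the shared estimate of the spread. Among them, IA01 and IA04, both hyperoxia, differed by a chi-square of 31.5 per gene, against 3.98 to 16.8 in other replicate pairs.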

There were 4,541 DE genes with adjusted p-value < 0.05. 

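With a log2 fold change above 1 or below -1 in addition, 1311 of the DE genes remained, 625 upregulated and 686 downregulated. The smallest p-value was that of CDKN1A, on chromosome 6 from 36676463 to 36687332, with 1040 ± 48.6 CPM (SD, n = 2) in hyperoxia and 103 ± 8.60 CPM (SD, n = 2) in normoxia. Its log2 fold change was 3.34 (standard error 0.14, adjusted p = 3.34e-12 from edgeR's quasi-likelihood test). MDM2, on chromosome 12 from 68808172 to 68850686, rose by 2.81 on the log2 scale (standard error 0.16, adjusted p = 1.68e-10 from edgeR), and the gene CPM, which overlaps it on the opposite strand, held 14.3% as many counts. CEACAM6, on chromosome 19 from 41755530 to 41772211, fell by 3.59 on the log2 scale (standard error 0.21, adjusted p = 1.68e-10 from edgeR); LOC112268252 overlaps it with 15.5% as many counts. All 3 kept their direction and their call in the 9 alternatives.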

Filtering these for |log2FC| >1 resulted in a list of 1,711 DE genes, of which 800 were upregulated and 911 were downregulated in the cells under hyperoxia (Fig 3). The list of the genes whose expression showed the highest fold change (both upregulated and downregulated) can be seen in Table 1. 

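Of the 40 genes of Table 1, 22 passed the filter on low counts here, and each of these changed in the direction that the table gives. Of them, 10 were DE genes in this comparison of vehicle libraries, 6 upregulated and 4 downregulated. With DESeq2 by oxygen exposure alone, 5 libraries against 5 with the ATRA libraries included, all 40 were DE genes. Its log2 fold changes of 6.874 for PINCR and 6.568 for HCAR3 matched those of Table 1. The paper's text does not state this grouping. Within the vehicle libraries, the lower group had at most 3 counts in both libraries for 39 of the 40 genes. In 8 genes both groups did, so that most fold changes are lower bounds. PINCR, on chromosome X from 43176994 to 43226598, had 19 counts in each hyperoxia vehicle library and 0 in each normoxia vehicle library, at least 5.33-fold higher against a floor of 3 counts (adjusted p = 0.00577 from edgeR's quasi-likelihood test). Its adjusted p from edgeR was 0.166 in the libraries without vehicle and 0.0695 in a fit of 14 libraries, while over all alternatives it ranged from 1.84e-09 to 0.166. HCAR3 had 31 and 38 counts against 0 and 0, at least 9.48-fold higher (adjusted p = 0.00290 from edgeR), and its adjusted p from edgeR in the libraries without vehicle was 0.477. RGMA had 53 and 68 counts against 0 and 1, at least 16.5-fold higher (adjusted p = 6.98e-05 from edgeR). The exception to the floor was KCNQ3, on chromosome 8 from 132120861 to 132481095. It had 46.3 ± 6.47 CPM (SD, n = 2) in hyperoxia and 1.16 ± 1.14 CPM (SD, n = 2) in normoxia. Its log2 fold change was 5.05 (standard error 0.44, adjusted p = 5.59e-08 from edgeR). With each library left out in turn, the log2 fold change of KCNQ3 ranged from 4.51 to 6.90. Among the downregulated genes, PIF1 had 0 counts in both hyperoxia vehicle libraries and 19 and 49 in normoxia, at least 11.5-fold lower in hyperoxia (adjusted p = 0.00105 from edgeR). TRIM31 had 2 and 2 counts in hyperoxia and 7 and 20 in normoxia, at least 4.52-fold lower (adjusted p = 0.0155 from edgeR), and lost its call in a fit of 14 libraries (adjusted p = 0.0829 from edgeR) and with DESeq2 on the vehicle libraries alone (adjusted p = 0.0808). TRIM31-AS1 overlaps it on the opposite strand with 19.6% as many counts.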

We then analyzed these genes with topGO to categorize the DEGs by gene ontology (GO) terms. The top 20 biological processes associated with the DE genes by gene ontology analysis are shown in S4 Table.

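The GO analysis itself was not repeated, and its annotation was not used here. As data behind such terms, a list of 36 cell cycle genes was tested. It and the list of p53 targets were written before the data were examined but after the paper was read. They were therefore not blind to the paper's results. The cell cycle list had a median difference of -1.94 in mean log2 CPM between hyperoxia and normoxia with vehicle. All 36 genes were lower in hyperoxia and 31 were DE genes by edgeR (33 when adjusted over the list alone). Tested as a list against the other genes with limma's camera, which allows for correlation between genes, the adjusted p was 0.0836 over 16 tests; without the filter on low counts it was 0.049, and with the correlation fixed at 0.01 it was 4.34e-23. A list of 36 p53 target genes had a median difference of 1.68, with all 36 higher in hyperoxia and 34 called by edgeR (34 over the list alone), and an adjusted p of 0.00235 from camera. Of 78 ribosomal protein genes tested, 72 were lower in hyperoxia and 59 were DE genes with lower counts, with a median log2 fold change of -0.67 against 0.01 over all genes tested. The medians of the 3 lists kept their sign in each of the 9 alternatives.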

**Fig 2:**
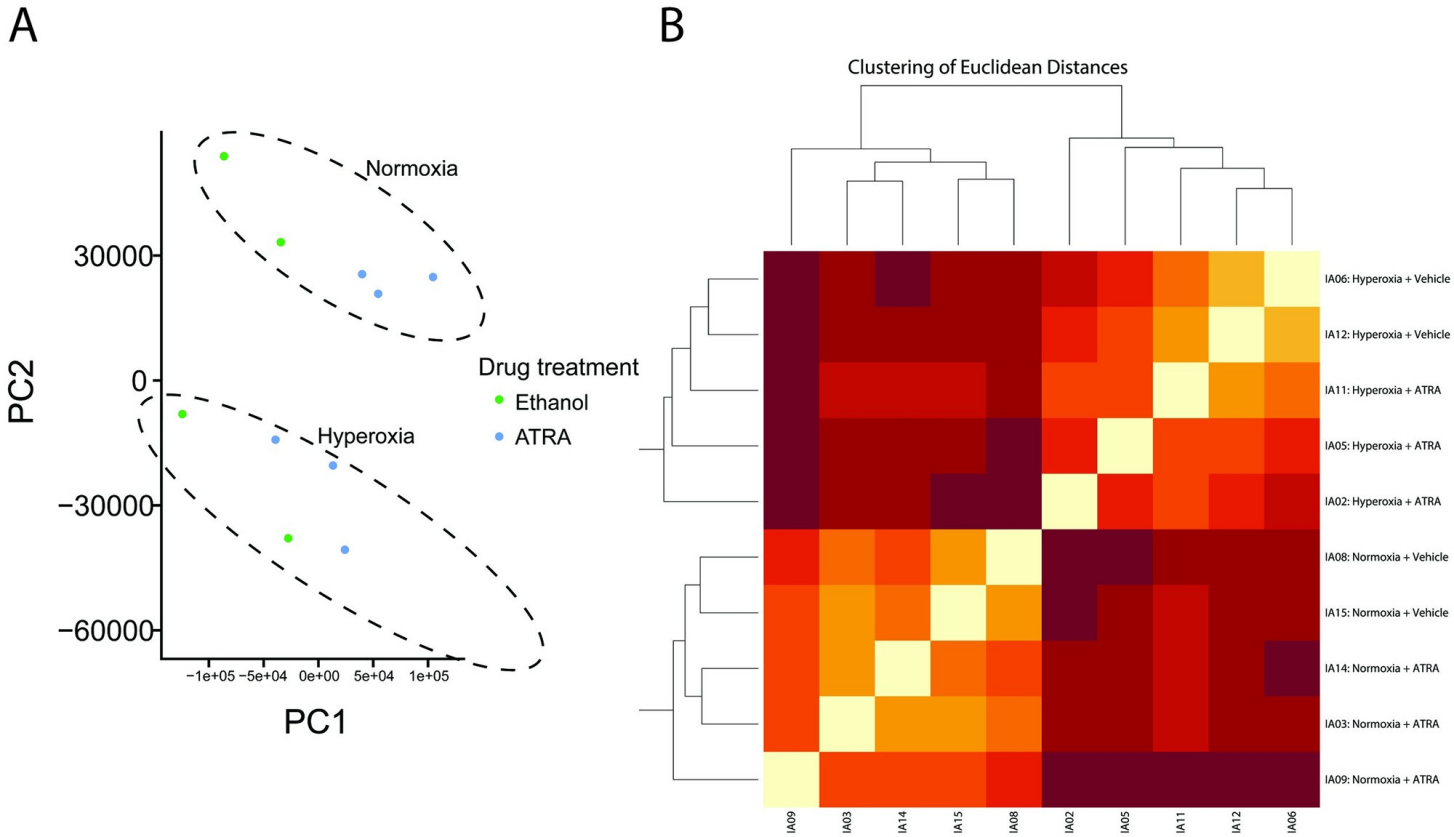
Transcriptome responses of A549 cells to hyperoxia. (A) Principal component analysis of all samples (n = 10); (B) Euclidean distances among samples.

**Fig 3:**
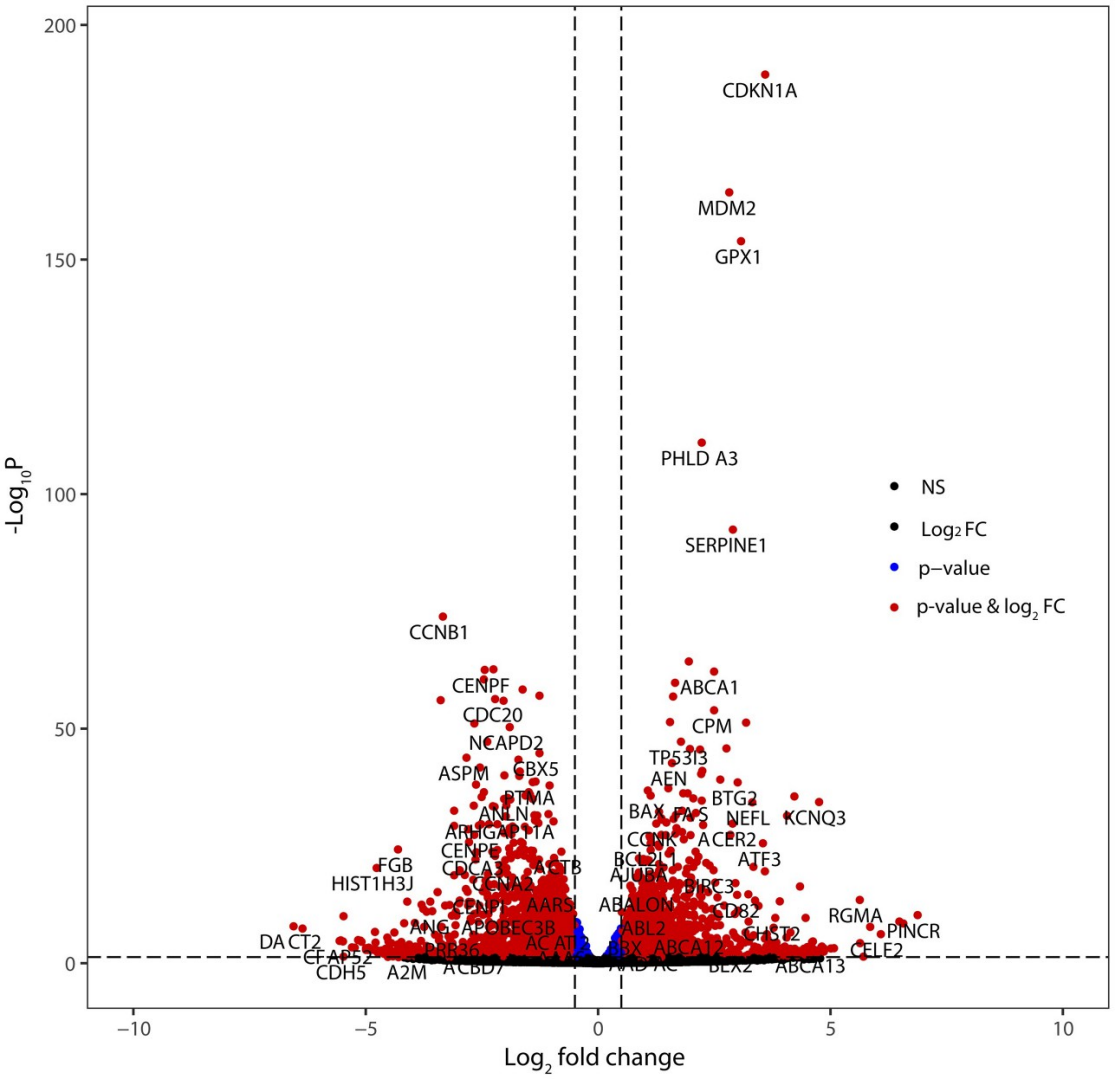
Bioinformatics analysis of hyperoxia-exposed A549 cells. Volcano plot of the differentially expressed genes. Blue dots indicate significant p-value only, while red dots indicate significant p-value and fold change.

**Table 1:** Top 20 up- and down-regulated genes in A549 cells exposed to hyperoxia.

Upregulated in hyperoxia			Downregulated in hyperoxia		
Gene Symbol	log2 FC	adjusted p-value	Gene Symbol	log2 FC	adjusted p-value
**PINCR**	6.874166	1.87E-09	**DACT2**	-6.5516	1.24E-08
**HCAR3**	6.568128	7.67E-08	**LOC105375151**	-6.36146	4.36E-08
**DRAXIN**	6.485795	3.33E-08	**LOC105370756**	-5.56523	1.68E-05
**CELF2**	6.087206	1.01E-05	**LOC101928351**	-5.53619	1.48E-05
**FAM84A**	5.84974	3.55E-07	**CFAP52**	-5.49228	2.16E-05
**LOC100131315**	5.63978	0.000504	**PIF1**	-5.48257	9.47E-11
**RGMA**	5.630156	1.51E-12	**LINC00284**	-5.29562	0.00042
**C10orf105**	5.074823	0.00444	**LOC105372815**	-5.24861	0.000517
**FETUB**	5.00955	0.004676	**TRPM8**	-5.23713	0.000501
**PPP1R3G**	4.856756	0.018533	**HPDL**	-5.16016	1.14E-05
**ARMH4**	4.850103	0.004639	**LOC107984500**	-5.11214	1.52E-05
**SCN2A**	4.82479	0.003153	**TRS-GCT6-1**	-5.08734	2.71E-05
**CABP5**	4.81651	0.001906	**LOC101928222**	-4.99945	0.000653
**ALOX5**	4.803004	0.002878	**ITGB2**	-4.99012	0.00145
**KCNQ3**	4.750091	1.27E-32	**DEFB1**	-4.95166	0.001371
**UCA1**	4.723688	0.013616	**LOC107984763**	-4.93838	0.000507
**TRIB2**	4.71115	0.033593	**TNNC1**	-4.90801	0.00145
**LOC105372352**	4.710667	0.032733	**IL7**	-4.83649	0.001397
**ADRB2**	4.668502	0.029264	**TRIM31**	-4.80627	2.34E-07
**ABCA13**	4.657653	0.009008	**LOC107985555**	-4.78471	3.92E-05

### Differential gene expression in ATRA-treated A549 exposed to hyperoxia

Using the same pipeline as described above, we compared ATRA-treated A549 cells exposed to hyperoxia compared to ATRA vehicle. This approach identified 733 significantly DE genes (adjusted p-value < .05). 

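In hyperoxia with ATRA against vehicle, 3 libraries against 2, 331 genes were DE genes by edgeR's quasi-likelihood test, of which 227 were higher and 104 lower with ATRA. At an unadjusted p under 0.05 there were 2019. Adding the 4 libraries without vehicle to the fit left 116 DE genes, and DESeq2 on only the 2 groups compared gave 726. The added libraries are in neither group compared. SFRP4 and HAPLN3, for example, lost their call with them, while their log2 fold changes were 2.26 and 1.42, against 2.23 and 1.40. Of the 733 genes that S6 Table lists, 732 were tested, all of them changed in the direction listed there, and 305 were DE genes. The list was drawn from these same data, so the shared direction is not independent support.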

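RefSeq gives 316 of the 331 DE genes as protein coding, 8 as lncRNAs, 1 as an antisense RNA and 3 as transcribed pseudogenes, and 3 symbols had no match. For the 733 genes listed in S6 Table, the same annotation gives 698 as protein coding and 18 as lncRNAs.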

Of these, 694 are protein coding genes, 11 were lncRNAs, and the rest were either small RNAs or pseudogenes. 

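The gene with the smallest p-value was RPS29, which encodes a ribosomal protein, on chromosome 14 from 49570988 to 49598710. It had 275 ± 16.2 CPM (SD, n = 3) with ATRA and 1343 ± 319 CPM (SD, n = 2) with vehicle in hyperoxia, a log2 fold change of -2.29 (standard error 0.16, adjusted p = 2.51e-08 from edgeR's quasi-likelihood test). RN7SL1, a gene within its span on the opposite strand, held 302% as many counts. The counts of RPS29 were high in the 2 hyperoxia vehicle libraries alone. Against the hyperoxia libraries without vehicle, the log2 fold change of RPS29 with ATRA was 0.02 (standard error 0.18, adjusted p = 0.967 from edgeR). Among the raised genes, ATOH8, on chromosome 2 from 85753991 to 85791383, had 51.7 ± 28.0 CPM (SD, n = 3) with ATRA and 10.6 ± 1.63 CPM (SD, n = 2) with vehicle, a log2 fold change of 2.31 (standard error 0.40, adjusted p = 0.00166 from edgeR). Among the lowered genes, IGF2, on chromosome 11 from 2129117 to 2149566, had 13.6 ± 1.28 CPM (SD, n = 3) with ATRA and 52.6 ± 7.48 CPM (SD, n = 2) with vehicle, a log2 fold change of -1.96 (standard error 0.30, adjusted p = 0.000536 from edgeR). Its reads are shared with INS-IGF2, which held 97.2% as many counts. Of the 40 genes of Table 2, 19 raised and 15 lowered genes were DE genes here, and all 40 changed in the direction that the table gives. Since Table 2 was drawn from these same data, that direction is not independent support.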

The genes with the highest fold change are shown in Table 2. 

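The enrichment by GAGE was not repeated, and KEGG was not used here. The single genes that Fig 4 draws and S6 Table lists were followed instead. S6 Table holds genes that the paper called with ATRA in these same data. Their directions here were therefore largely fixed in advance and do not test the pathways. For adherens junctions, all 9 such genes were higher with ATRA in hyperoxia, and 3 were DE genes by edgeR, with log2 fold changes between 0.30 and 1.57. For ECM-receptor interactions, VTN, ITGB4 and ITGB5 were DE genes with higher counts, and CD44 was not a DE gene. For Ca2+ signaling, 1 of 7 was a DE gene with higher and 2 with lower counts. For Wnt signaling, 4 of 11 were DE genes with higher and 2 with lower counts, and the log2 fold changes lay between -1.19 and 2.23.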

KEGG analysis of this gene dataset with GAGE resulted indicated that the pathways associated with ATRA treatment are associated with adherens junctions (KEGG ID: hsa04520), ECM-receptor interactions (hsa04512), and Ca^2+^ and Wnt signaling (hsa04020 and hsa04310, respectively), among others (Fig 4 and S5 Table).

**Fig 4:**
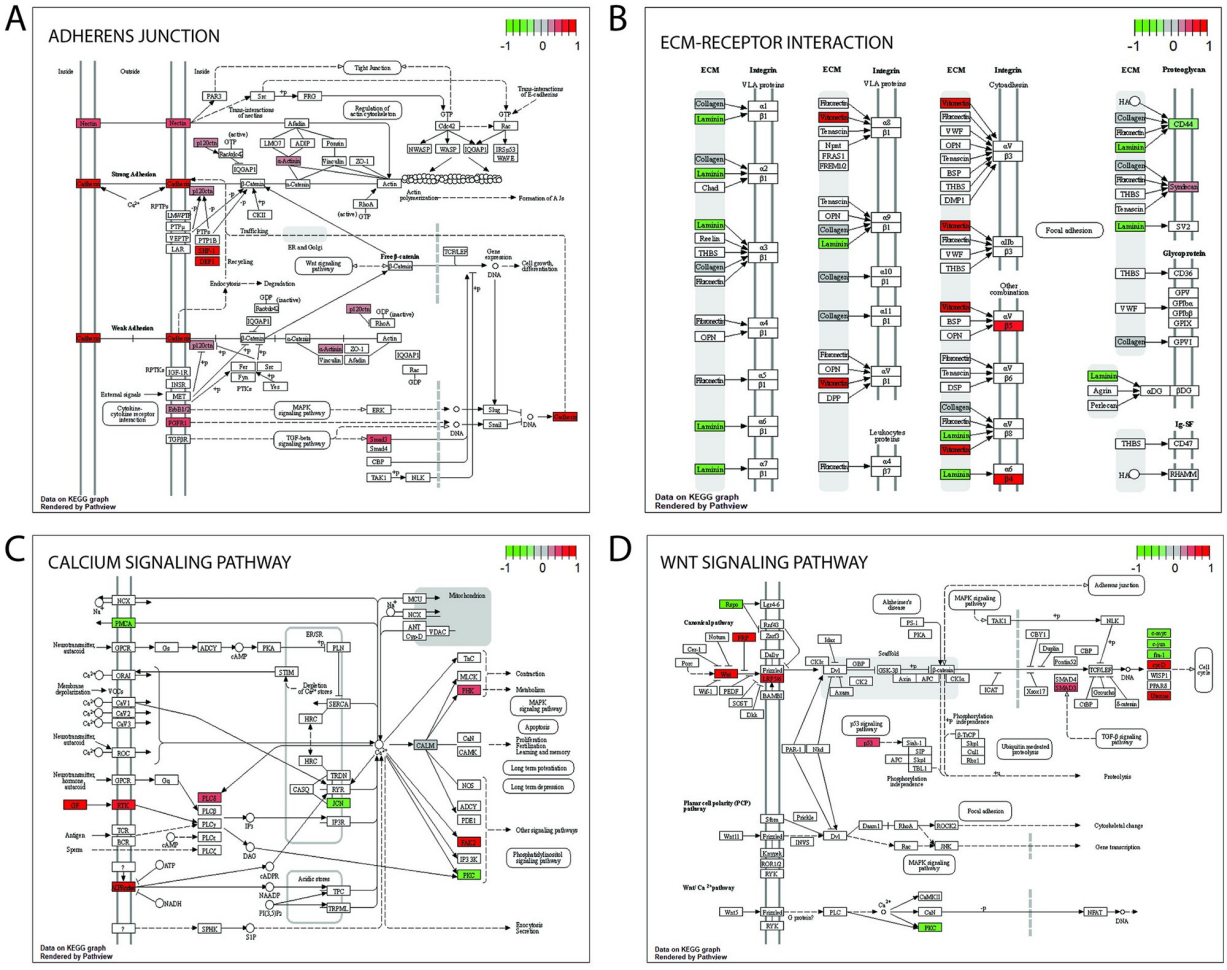
Pathway analysis of the effects of ATRA treatment of hyperoxic A549 cells. KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis was performed with GAGE (Generally Applicable Gene-Set Enrichment for Pathway Analysis). The full list of pathways can be seen in S5 Table. (A) adherens junctions; (B) ECM-receptor interaction; (C) calcium signaling; (D) Wnt signaling.

**Table 2:** Top 20 up- and down-regulated genes in hyperoxia exposed A549 cells in the presence of 10^−^5 mM ATRA.

Upregulated in hyperoxia			Downregulated in hyperoxia		
Gene Symbol	log2 FC	adjusted p-value	Gene Symbol	log2 FC	adjusted p-value
**CYP26B1**	4.131202	1.05E-17	**RPS29**	-2.28161	1.33E-68
**ATOH8**	2.302342	0.002083	**IGF2**	-1.95797	4.51E-12
**SFRP4**	2.260821	8.02E-07	**INS-IGF2**	-1.95475	1.76E-11
**VTN**	2.241636	2.24E-06	**MXD1**	-1.39811	0.012619
**CEACAM6**	2.229989	3.80E-21	**TFPT**	-1.37662	0.001453
**ISLR**	2.122232	0.001524	**STARD7-AS1**	-1.29073	0.011424
**GALNT12**	2.113117	3.75E-05	**HMGA2**	-1.28564	7.59E-08
**STRA6**	1.868627	2.34E-38	**FRMD6**	-1.2559	3.40E-08
**DHRS3**	1.864324	3.76E-32	**GALNT13**	-1.24584	0.006976
**CYP2S1**	1.855462	2.05E-07	**CA8**	-1.21492	2.65E-06
**CYP24A1**	1.842927	4.20E-56	**NAMPT**	-1.20134	4.43E-18
**C3**	1.79089	1.28E-07	**RSPO3**	-1.18388	1.43E-19
**PTGES**	1.784223	8.51E-09	**EREG**	-1.18216	0.001584
**C1R**	1.778613	4.49E-13	**TLE4**	-1.15773	0.027043
**TNS4**	1.76341	2.60E-06	**LAMC2**	-1.12234	2.12E-05
**RHCG**	1.731553	1.22E-15	**PHLDA2**	-1.08888	0.032753
**PCK2**	1.700365	5.70E-05	**KYNU**	-1.08124	1.31E-19
**ELF3**	1.679172	1.36E-24	**GEM**	-1.07954	0.032875
**TFPI2**	1.655075	4.11E-33	**TMEM265**	-1.03037	0.015111
**LXN**	1.617019	7.57E-05	**CREM**	-1.02606	0.015313

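Of the 331 DE genes, 121 changed at least 2-fold, 99 upregulated and 22 downregulated with ATRA. RefSeq gives 117 of them as protein coding and 3 as lncRNAs, and 1 had no match. With the libraries without vehicle added to the fit, 43 were upregulated and 14 downregulated.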

Filtering the DE genes for a minimum 2-fold change resulted in 140 DE genes (all protein coding), of which 116 were upregulated and 24 were downregulated (Fig 5A and 5B, S6 Table). The top 20 GO terms associated with these changes can be seen in S7 Table. Next, we determined whether ATRA treatment rescued the expression of any genes differentially expressed in the hyperoxia-exposed cells. 

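Among the 625 genes upregulated at least 2-fold in hyperoxia, 12 were downregulated at least 2-fold by ATRA in hyperoxia, by edgeR's quasi-likelihood test in both comparisons. NFKB2, RSPO3, HMGA2, EREG, CA8, FRMD6 and TLE4 were among them, which Fig 5C lists too, and so was RPS29, which was high in the hyperoxia vehicle libraries alone and changed by -0.33 in hyperoxia in the libraries without vehicle. Over the 9 alternatives this number ranged from 6, with hyperoxia genes from vehicle and ATRA libraries together, to 18, without a filter on low counts. Of the 11 genes that Fig 5C lists as upregulated by hyperoxia and lowered by ATRA, all 11 were DE genes in hyperoxia and 7 with ATRA as well.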

Of the 800 upregulated genes, there were 11 that were rescued during treatment with ATRA. Inversely, the expression of 23 of the 911 downregulated genes was rescued by treatment with ATRA (Fig 5C).

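Among the 686 genes downregulated at least 2-fold in hyperoxia, 45 were upregulated at least 2-fold by ATRA. Of 21 genes read from the list in Fig 5C, all 21 were DE genes in hyperoxia and 18 with ATRA as well. Both comparisons use the same 2 hyperoxia vehicle libraries. When the hyperoxia genes were taken from the libraries without vehicle, so that no library was shared, 9 upregulated genes were lowered and 23 downregulated genes were raised by ATRA, while 11 genes were upregulated in both comparisons. With ATRA compared against the hyperoxia libraries without vehicle instead, 5 upregulated genes were lowered and 9 downregulated genes were raised. There, 2 genes were upregulated in both. That ATRA comparison had 66 DE genes, against 331 with vehicle.

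**Figure D3:**
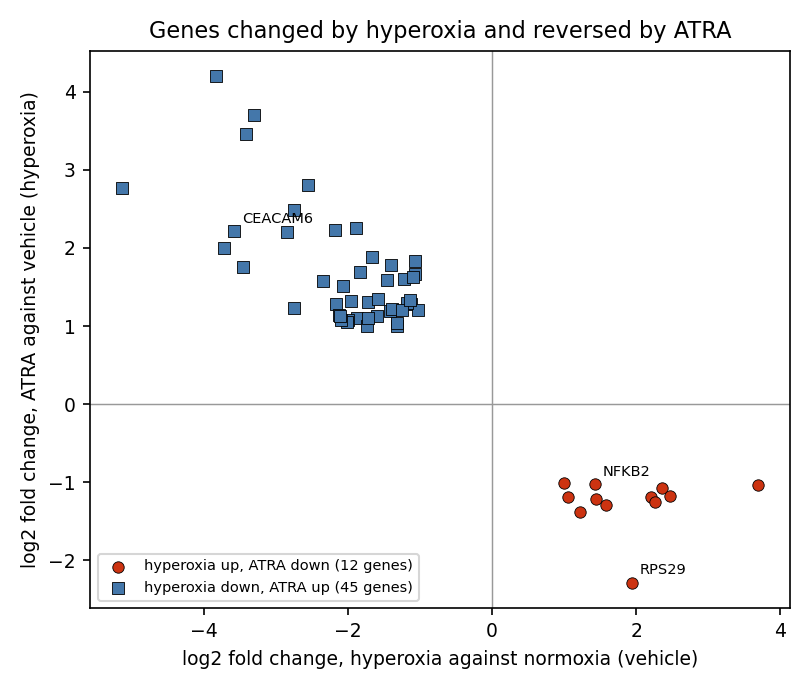
Log2 fold changes of the 57 genes changed at least 2-fold in opposite directions, in hyperoxia against normoxia (vehicle libraries) and in ATRA against vehicle (hyperoxia libraries). Circles are the 12 genes upregulated in hyperoxia and squares the 45 downregulated genes.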

**Fig 5:**
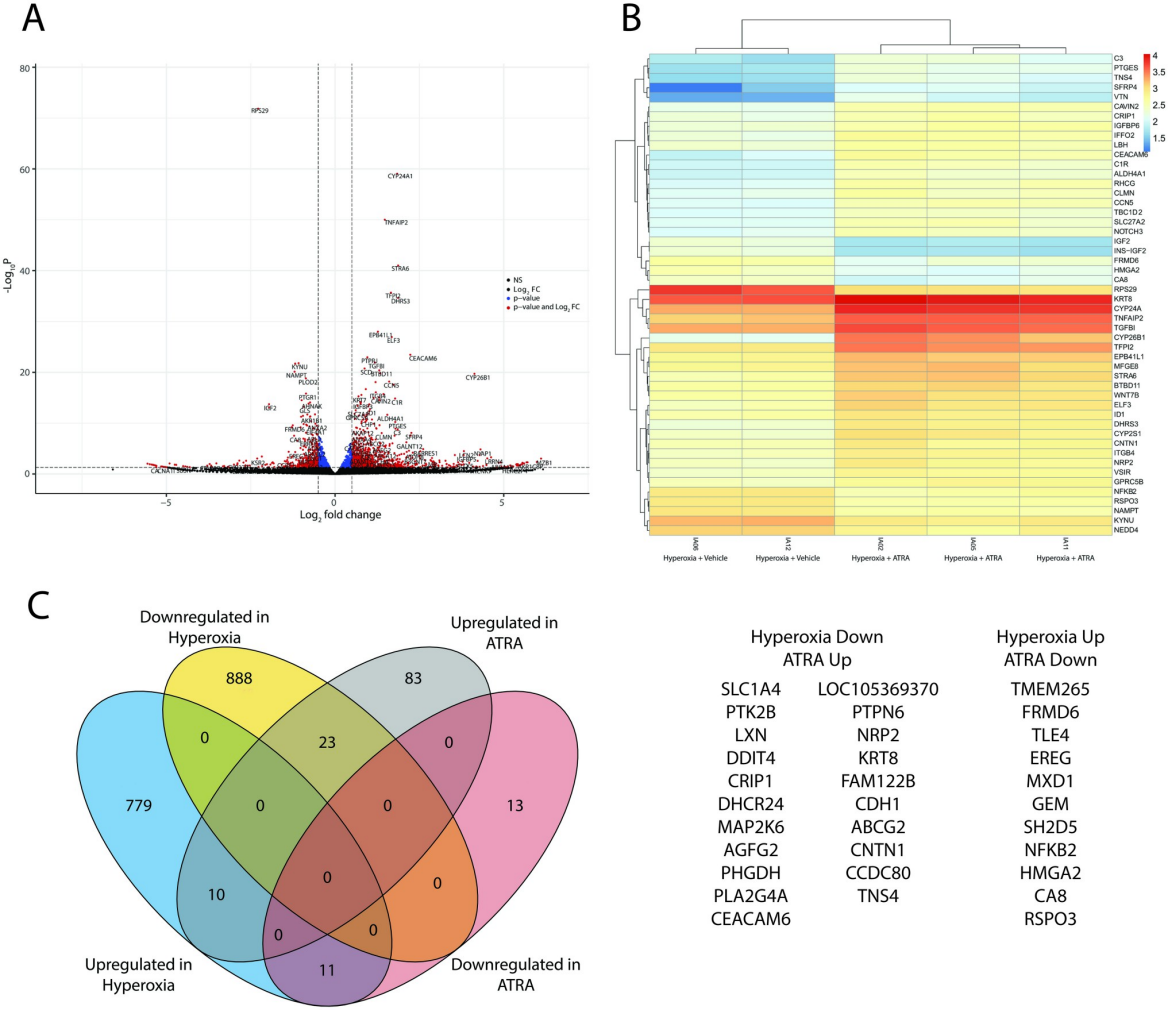
Bioinformatics analysis of hyperoxic A549 cells treated with ATRA or vehicle (EtOH). (A) Volcano plot of the differentially expressed genes. Blue dots indicate significant p-value only, while red dots indicate significant p-value and fold change; (B) Heatmap of gene expression changes of the top 50 most dysregulated genes based on adjusted p-value; (C) Venn diagram showing the dysregulated genes; the lists to the right indicate hyperoxia-induced genes that were suppressed by treatment with ATRA and hyperoxia-suppressed genes that were upregulated by treatment with ATRA.

### Hyperoxia causes upregulation of genes responsible for inflammation and inhibition of genes responsible for cellular proliferation

We next analyzed the RNA-seq data with the Database for Annotation, Visualization and Integrated Discovery (DAVID), as well as the Ingenuity Pathway Analysis (IPA). 

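The IPA analysis was not repeated, and its knowledge base was not used here. GPX1, which encodes glutathione peroxidase 1, an enzyme that removes peroxides, had the fourth smallest p-value in hyperoxia. It lies on chromosome 3 from 49357176 to 49358353 and had 349 ± 4.80 CPM (SD, n = 2) in hyperoxia and 39.9 ± 3.50 CPM (SD, n = 2) in normoxia, both with vehicle. The log2 fold change was 3.12 (standard error 0.18, adjusted p = 1.68e-10 from edgeR's quasi-likelihood test), and it lay between 3.08 and 3.43 in the 9 alternatives.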

Upstream pathway analysis using IPA revealed significant upregulation of genes involved in the oxidative stress and innate immune response pathways in cells exposed to hyperoxia. This analysis also showed that hyperoxia enhances mRNA levels of RELB and NFκB2, which are components of the NF-κB signaling complex (S7 Table). Similarly, use of the UCSC TFBS (Transcription Factor Binding Sites) tool on DAVID revealed that the NF-κB pathway is significantly affected not only in cells exposed to hyperoxia, but also when cells are pretreated with ATRA. 

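RELB, on chromosome 19 from 45001464 to 45038192, had 33.8 ± 6.10 CPM (SD, n = 2) in hyperoxia and 12.9 ± 5.54 CPM (SD, n = 2) in normoxia with vehicle, a log2 fold change of 1.44 (standard error 0.40, adjusted p = 0.0143 from edgeR's quasi-likelihood test). With the libraries without vehicle added to the fit, its adjusted p from edgeR was 0.0672. NFKB2, on chromosome 10 from 102394110 to 102402529, had 229 ± 8.40 CPM (SD, n = 2) in hyperoxia and 85.6 ± 2.03 CPM (SD, n = 2) in normoxia, a log2 fold change of 1.42 (standard error 0.19, adjusted p = 1.11e-05 from edgeR).

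**Figure D4:**
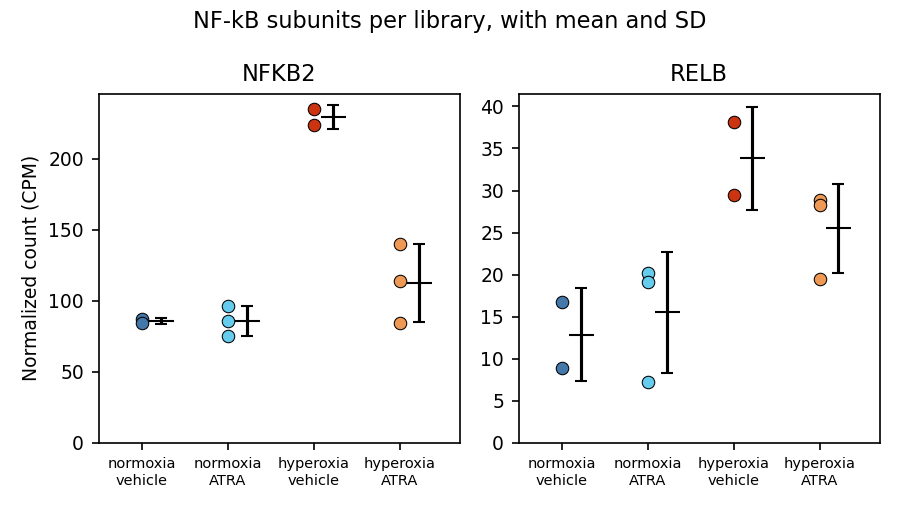
Normalized counts (CPM) of NFKB2 and RELB in each library, by oxygen exposure and treatment. Points are libraries, and the bars beside them show the mean and SD of 2 vehicle or 3 ATRA libraries. NFKB2 is highest in the hyperoxia vehicle libraries, and 1 of the 3 hyperoxia ATRA libraries lies within the range of the normoxia libraries.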

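The DAVID analysis of binding sites was not repeated, and its tables were not used here. A list of 35 NF-κB target genes, written after the paper was read but before the data were examined, had 28 genes with enough counts to test. In hyperoxia against normoxia with vehicle, 21 of the 28 were higher and 13 were DE genes by edgeR (15 when adjusted over the list alone), with a median difference of 0.59 in mean log2 CPM. As a list it did not stand apart from the other genes (camera, adjusted p = 0.288 over 16 tests), while with the correlation between genes fixed at 0.01 the adjusted p from camera was 0.000218. With ATRA in hyperoxia, 19 of the 28 were lower and 7 were DE genes by edgeR (10 over the list alone), with a median difference of -0.24 and an adjusted p of 0.719 from camera. Against the hyperoxia libraries without vehicle, 13 of the 28 were lower with ATRA, and the median log2 fold change was 0.06.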

The change in expression levels of DE NF-κB target genes in cells pre-treated with ATRA compared to vehicle can be seen in Fig 6. 

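With ATRA in hyperoxia, the normalized count of NFKB2 was 113 ± 27.5 CPM (SD, n = 3), a log2 fold change of -1.03 against vehicle (standard error 0.16, adjusted p = 0.000844 from edgeR's quasi-likelihood test). With each library left out in turn, it stayed between -1.23 and -0.85. Against the hyperoxia libraries without vehicle, the log2 fold change of NFKB2 with ATRA was -1.08 (standard error 0.17, adjusted p = 0.0118 from edgeR). RELB had a log2 fold change of -0.41 with ATRA against vehicle (standard error 0.34, adjusted p = 0.666 from edgeR).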

Interestingly, the levels of NF-kB2 itself are partially rescued by ATRA treatment (Figs 5c and 6a). Additionally, the hyperoxia-induced perturbation of expression of several genes related to cell adhesion was reverted with ATRA treatment (Fig 6b).

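Of the 10 genes of Fig 6B, 7 were DE genes in hyperoxia by edgeR's quasi-likelihood test, and 8 with ATRA in hyperoxia. VTN, on chromosome 17 from 28367284 to 28370307, fell by 2.19 on the log2 scale in hyperoxia (standard error 0.37, adjusted p = 0.000207 from edgeR) and rose by 2.23 with ATRA (standard error 0.35, adjusted p = 0.000735 from edgeR). Its hyperoxia change was -0.57 in the libraries without vehicle (adjusted p = 0.339 from edgeR) and -0.77 with DESeq2 by oxygen exposure alone (adjusted p = 0.314). With ATRA, CEACAM6 rose by 2.22 (standard error 0.19, adjusted p = 3.96e-07 from edgeR). Against the hyperoxia libraries without vehicle, the rise with ATRA was 2.93 for CEACAM6 but 0.94 for VTN. NRP2, on chromosome 2 from 205682501 to 205798131, fell by 1.72 in hyperoxia (standard error 0.17, adjusted p = 2.89e-07 from edgeR) and rose by 1.31 with ATRA (standard error 0.16, adjusted p = 4.34e-05 from edgeR). ITGB4, overlapped on the opposite strand by GALK1 with 20.6% as many counts, fell by 1.02 in hyperoxia (standard error 0.18, adjusted p = 0.000270 from edgeR) and rose by 1.20 with ATRA (standard error 0.17, adjusted p = 0.000187 from edgeR). The hyperoxia change of ITGB4 was -0.70 in the libraries without vehicle (adjusted p = 0.0918 from edgeR; -0.26 without the library IA01), -0.18 with vehicle and ATRA libraries together (adjusted p = 0.521 from edgeR) and -0.09 with DESeq2 by oxygen exposure alone (adjusted p = 0.874). CNTNAP3 fell by 1.32 in hyperoxia (adjusted p = 0.00213 from edgeR) and rose by 1.01 with ATRA (adjusted p = 0.0498 from edgeR), a call lost in 6 of the 10 fits that each left out one library and in 2 of the 6 alternatives. Its hyperoxia call was lost in a fit of 14 libraries (adjusted p = 0.205 from edgeR). PTK2B fell by 1.38 in hyperoxia (adjusted p = 0.00419 from edgeR), and its rise of 1.11 with ATRA had an adjusted p of 0.0588 from edgeR; TRIM35 overlaps it with 144% as many counts.
PCDH1 was raised by hyperoxia, with a log2 fold change of 1.44 (adjusted p = 0.0205 from edgeR), and by ATRA, with 1.49 (adjusted p = 0.0252 from edgeR). HAPLN3 and IGFBP7 were not DE genes in hyperoxia, where their log2 fold changes were 0.16 and -0.38. HAPLN3 changed sign in 3 of the 9 alternatives, to -1.65 in the libraries without vehicle (-0.49 without IA01), and IGFBP7 in 2. With ATRA, HAPLN3 rose by 1.40 (adjusted p = 0.0462 from edgeR) and IGFBP7 by 1.08 (adjusted p = 0.0575 from edgeR). With DESeq2 on the same groups, the adjusted p of the rise with ATRA was 0.0360 for PTK2B and 0.0377 for IGFBP7. In a fit of 14 libraries, the hyperoxia calls of PCDH1 and PTK2B and the ATRA calls of PCDH1 and HAPLN3 were lost. HAPLN3 lost its ATRA call in a fit of only the groups compared as well. Where fits with 1 library left out were tested, the adjusted p from edgeR with ATRA ranged from 0.0292 to 0.143 for HAPLN3. For PCDH1 it ranged from 0.00992 to 0.107, for PTK2B from 0.0199 to 0.162 and for IGFBP7 from 0.0238 to 0.209. POLR2B overlaps IGFBP7 with 435% as many counts.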

**Fig 6:**
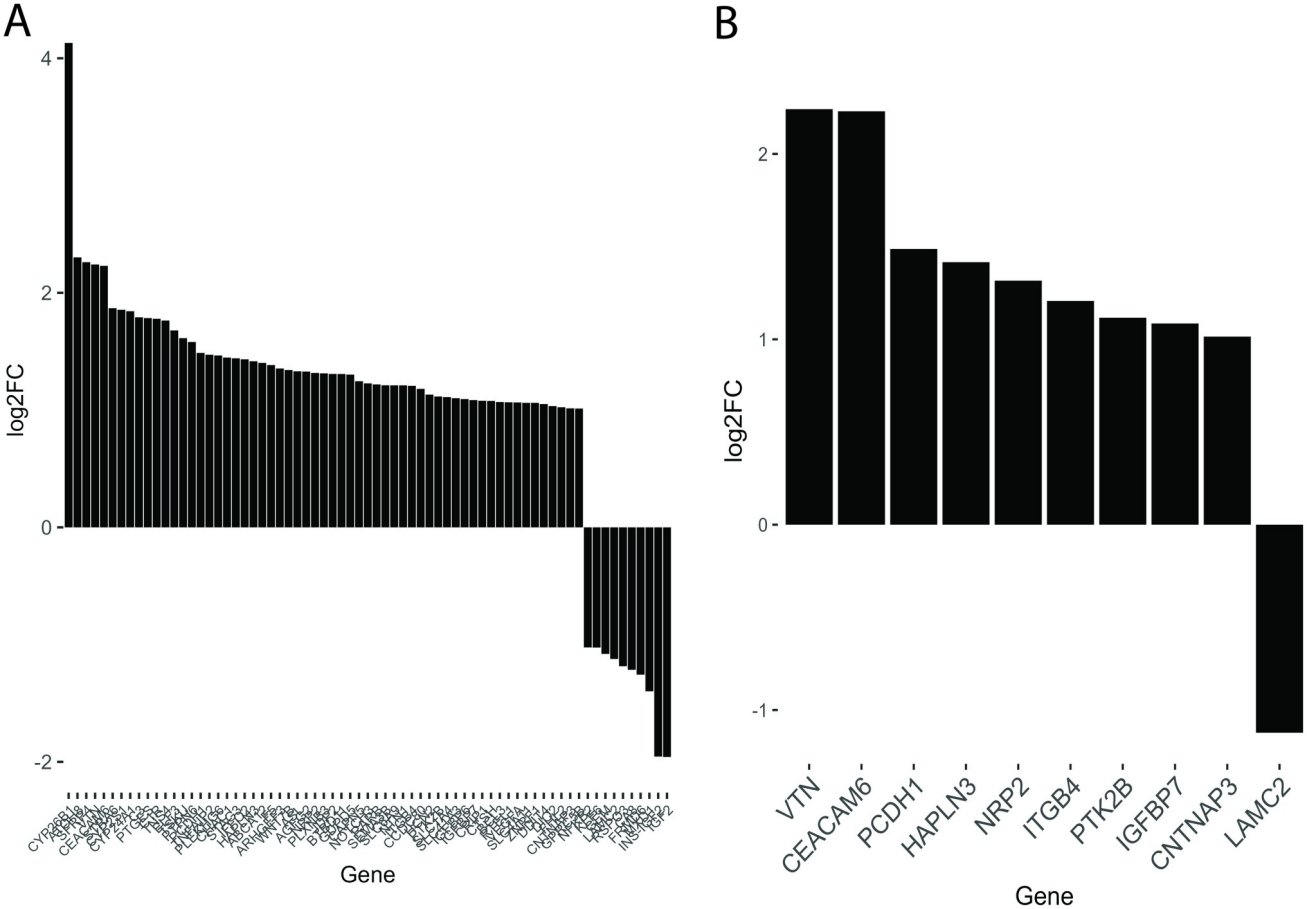
Network analysis of genes rescued by ATRA. Upstream analysis of hyperoxia-dysregulated genes whose expression was rescued by ATRA as determined by the Database for Annotation, Visualization and Integrated Discovery (DAVID). (A) Expression levels of ATRA-rescued NF-kB target genes following hyperoxia; (B) Expression levels of NF-kB target genes that are associated with cell adhesion (GO: 0007155).

## Discussion/Conclusion

In this study, we report that hyperoxia significantly reduces proliferation of A549 cells in culture as indicated by delayed increase in cell number over time when compared to controls in normoxia. Treatment with ATRA enhanced proliferation of A549 cells at low but not high concentration under both normoxic and hyperoxic conditions, although this effect was observed more than 48 hours after addition of ATRA in cells exposed to hyperoxia. ATRA exerts concentration-dependent effects on cellular proliferation, survival, and differentiation through genomic and non-genomic mechanisms [13, 14, 26, 27]. Here, and intermediate concentration of 10^−5^ mM ATRA was optimal to facilitate adaptation to hyperoxia and restore proliferation. 

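ITGB2, which encodes integrin β2, lies on chromosome 21 from 44885953 to 44928815. It had 0 counts in both hyperoxia vehicle libraries and 9 and 1 in the normoxia vehicle libraries, at least 2.49-fold lower in hyperoxia against a floor of 3 counts (adjusted p = 0.178 from edgeR's quasi-likelihood test). ITGB2-AS1, on the opposite strand, held 62.5% as many counts. DACT2, on chromosome 6 from 168292830 to 168319777, had 1 and 0 counts in hyperoxia and 1 and 12 in normoxia with vehicle, at least 1.87-fold lower (adjusted p = 0.133 from edgeR). Neither difference was past the threshold with vehicle libraries. Each lower bound rests on 1 normoxia library, as the other had 1 count. With vehicle and ATRA libraries taken together, 5 against 5 with ATRA as a covariate, the adjusted p from edgeR was 0.0207 for ITGB2 and 6.43e-05 for DACT2, which had 9.35 ± 1.44 CPM (SD, n = 3) in the normoxia ATRA libraries.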

The results of our study also highlight that hyperoxia inhibits genes responsible for epithelial cell adhesion, such as integrin β2, as well as Wnt signaling modulators, such as DACT2 (Disheveled binding Antagonist of beta Catenin-2), consistent with the transient reduction in adherent A549 cells exposed to hyperoxia. Taken together, our findings buttress clinical observations of BPD prevention with vitamin A supplementation [2, 28] and the association between hyperoxia and inflammation [2, 10].

Analysis of the transcriptome gene response revealed that hyperoxia exposure leads to a dysregulation of the Wnt signaling pathway and adhesion properties of the cells, such as adherens junctions and interactions with the ECM, among others. Precise activation of the Wnt/β-catenin signaling pathway is critical for normal development of the lungs [29, 30]. In early lung formation, retinoic acid locally activates the Wnt pathway via modulation of Dkk1, thus affecting interactions with other pathways, like the ones involving Tgf-β and Fgf10 [31]. Hyperoxia has been shown to induce mesenchymal Wnt5A, which can affect lung morphogenesis in 3D tissue cultures [32]. In our experiments, ATRA supplementation partially rescued these perturbed phenotypes, likely through suppression of the hyperoxia-induced activation of the NF-κB signaling pathway, although additional studies are needed to test this idea.

NF-κB is an important regulator of cellular responses and is present in the cell in an inactive state (rapid-acting primary transcription factors) [33]. Signal-induced degradation of IκB proteins (inhibitors of κB) brought about by harmful cellular stimuli (i.e., LPS, reactive oxygen species, TNFα) results in activation of NFκB. With the degradation of IκB, the NFκB complex translocates into the nucleus where it can induce expression of specific genes which brings about physiological responses such as inflammation, cell survival responses and cellular proliferation [33].

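WNT7B, on chromosome 22 from 45920366 to 45977162, fell by 1.14 on the log2 scale in hyperoxia (standard error 0.17, adjusted p = 3.62e-05 from edgeR's quasi-likelihood test) and rose by 1.34 with ATRA in hyperoxia (standard error 0.16, adjusted p = 2.30e-05 from edgeR). In the libraries without vehicle, its hyperoxia change was -0.40 (adjusted p = 0.156 from edgeR), and with DESeq2 by oxygen exposure alone it was -0.43 (adjusted p = 0.392). RSPO3, on chromosome 6 from 127118671 to 127199481, rose by 1.05 in hyperoxia (standard error 0.15, adjusted p = 3.62e-05 from edgeR) and fell by 1.19 with ATRA (standard error 0.14, adjusted p = 1.93e-05 from edgeR). With DESeq2 by oxygen exposure alone, the adjusted p of its rise in hyperoxia was 0.0574. SFRP4, on chromosome 7 from 37905932 to 37916817, changed by -1.11 in hyperoxia (standard error 0.41, adjusted p = 0.0655 from edgeR) and rose by 2.23 with ATRA (standard error 0.37, adjusted p = 0.00129 from edgeR). In the libraries without vehicle, the hyperoxia change of SFRP4 was 0.87 (adjusted p = 0.295 from edgeR), the other direction. This rests on 1 library, IA01, without which it was -0.24. The fall of SFRP4 in hyperoxia was past the threshold in 3 of the 9 alternatives. With each library left out in turn, the change of SFRP4 ranged from -2.11 to -0.55 in hyperoxia and from 1.73 to 3.20 with ATRA. In a fit of 14 libraries, its rise with ATRA had an adjusted p of 0.0588 from edgeR. Against the hyperoxia libraries without vehicle, the change with ATRA was 1.03 for SFRP4 and -1.46 for RSPO3.

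**Figure D5:**
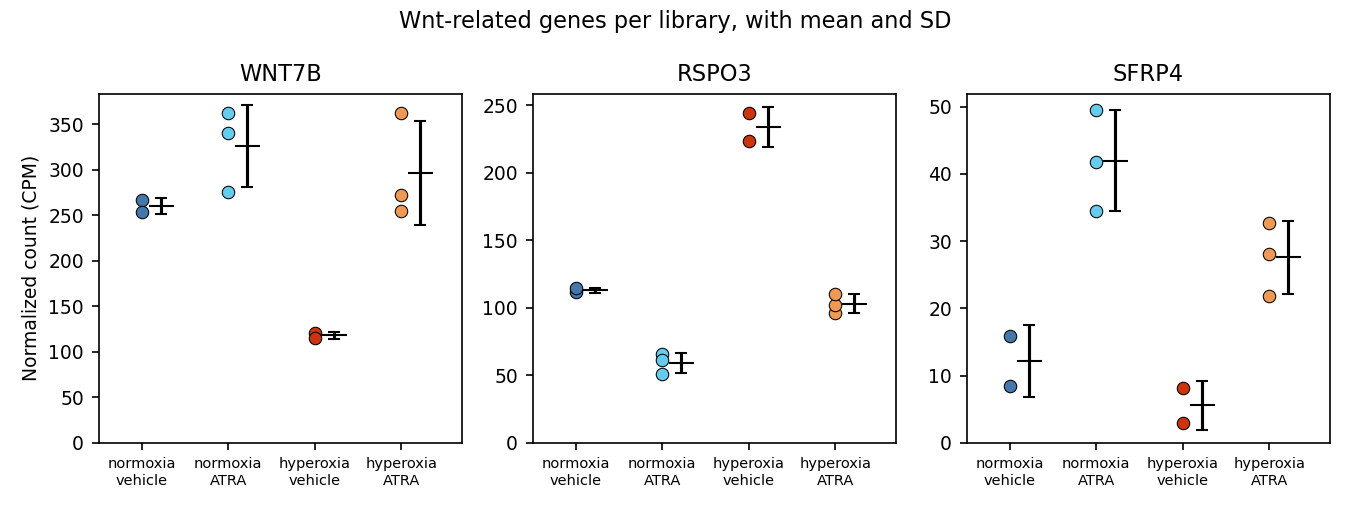
Normalized counts (CPM) of WNT7B, RSPO3 and SFRP4 in each library, by oxygen exposure and treatment. Points are libraries, and the bars beside them show the mean and SD of 2 vehicle or 3 ATRA libraries. WNT7B is lowest and RSPO3 highest in the hyperoxia vehicle libraries.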

Notably, the expression of three NF-κB target genes, namely WNT7B, RSPO3, and SFRP4, that are associated with the Wnt signaling pathway was rescued by ATRA treatment of hyperoxia-challenged A549 cells. Of these, Wnt7b is a member of the Wnt gene family, and R-Spondin 3 is an activator of the canonical Wnt signaling pathway by binding to the LGR4-6 receptors. It can also act as a regulator of both canonical and non-canonical Wnt signaling by inhibiting ZNRF3 [34]. SFRP4 (Secreted Frizzled-Related Protein 4) is a soluble protein that contains a cysteine-rich domain homologous to the putative Wnt-binding site of Frizzled proteins. It is secreted by its producing cell, thereby modulating Wnt signaling.

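CYP26B1, on chromosome 2 from 72129238 to 72147862, had 633 ± 242 CPM (SD, n = 3) with ATRA and 36.3 ± 1.07 CPM (SD, n = 2) with vehicle in hyperoxia, a log2 fold change of 4.13 (standard error 0.29, adjusted p = 2.54e-08 from edgeR's quasi-likelihood test). CYP24A1, on chromosome 20 from 54143538 to 54173986, had 1745 ± 247 CPM (SD, n = 3) and 489 ± 19.1 CPM (SD, n = 2), a log2 fold change of 1.84 (standard error 0.13, adjusted p = 2.94e-08 from edgeR). CYP2S1, on chromosome 19 from 41193219 to 41207539, had 231 ± 62.3 CPM (SD, n = 3) and 64.1 ± 5.03 CPM (SD, n = 2), a log2 fold change of 1.85 (standard error 0.20, adjusted p = 1.36e-05 from edgeR). All 3 genes kept their direction and call in the 6 alternatives.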

Importantly, several members of the cytochrome P450 superfamily were upregulated following ATRA treatment of A549 cells exposed to hyperoxia, including CYP26B1, which had the highest fold change, CYP24A1, and CYP2S1. Of these, CYP26B1 is expressed in the distal tip of the forming limb bud in developing mice. Cyp26b1^-/-^ mice manifest with severe limb malformations and die after birth during respiratory illness [35]. These mice exhibit lung defects, most notably decreased distal airspaces and hypercellular tissues with decreased air spaces [36]. The gene product is an RA-catabolizing enzyme, but it may have roles in lung morphogenesis beyond RA regulation, including the regulation of alveolar epithelial type I and type II cells [36]. Cyp24a1, a monooxygenase that helps degrade 1,25-dihydrovitamin D3, may also play a role in the proliferation of alveolar epithelial type II cells in the developing lung, as vitamin D deficiency has been associated with lower alveolar type II cell numbers and the prevalence of BPD in preterm infants [37, 38]. CYP2S1 is not as well studied as the other cytochrome P450 genes identified here. However, depletion of CYP2S1 in bronchial epithelial cells lead to changes in cell adhesion, metabolism of lipids and arachidonic acid, as well as RA metabolism [39]. Loss of Cyp2s1 seems to divert the RA flux into PPAR signaling rather than metabolic inactivation, given the increase of FABP5 and the lack of oxidizing enzymes in these cells. In our system, the increased Cyp2s1 may simply be a direct response to the increased levels of retinoic acid due to the ATRA treatment.

There are several limitations of this study, of which the major one is that the model is an *in vitro* adult cell line, derived from adult tissue, thus the results do not easily allow a strong conclusion in the context of neonatal BPD pathophysiology. The observed transcriptome response also remains to be validated at the protein level and in an animal model. In this context, models of exposure of mice to hyperoxia that mimic BPD phenotypes [40] would provide better insights in terms of BPD pathophysiology. Furthermore, additional studies are needed to assess the effects of hyperoxia and ATRA on cell-cycle entry and cellular proliferation at molecular level.

Current therapies for BPD continue to remain largely empirical given the multi-factorial etiology of BPD [2, 3, 8]. Strategies to limit the use of mechanical ventilation to prevent lung injury remain limited in the face of poor oxygenation and inadequate ventilation seen with most preterm infants during transition to extrauterine life [1, 2]. The pronounced morbidity and mortality associated with malformation or destruction of alveoli underscores a pressing need for new therapeutic concepts. Disease-modifying treatments, with the ability to halt or reverse the structural damage associated with BPD, are lacking [4]. Re-induction of alveolarization in diseased lungs is a new and exciting concept in a regenerative medicine approach to manage pulmonary diseases that are characterized by an absence of alveoli [41]. Improved understanding of the mechanisms involved in alveolarization would allow for newer therapeutic approaches towards preventing and treating arrested alveolarization [1]. Wnt signaling-targeting therapies may be of interest to improve the regeneration of epithelial cells and as a potential future target for therapeutic intervention in our quest for a cure for BPD.

In conclusion, we show that human lung epithelial cells (A549) have decreased cellular proliferation when exposed to hyperoxia *in vitro*. This inhibition of cellular proliferation occurs due to inflammation secondary to hyperoxia. ATRA supplementation caused ablation of the inflammatory response, with partial restoration of cellular proliferation. Functional studies will be needed in animal studies and *in vitro* experiments to better understand the molecular effects of hyperoxia in lung development.

## Supporting information

S1 Table ANOVA summary table for cell numbers at the 24-hour time point. (DOCX) Click here for additional data file.

S2 Table ANOVA summary table for cell numbers at the 48-hour time point. (DOCX) Click here for additional data file.

S3 Table ANOVA summary table for cell numbers at the 72-hour time point. (DOCX) Click here for additional data file.

S4 Table Gene ontology analysis of A549 cells exposed to hyperoxia. Following RNA-seq analysis of A549 cells treated with hyperoxia, enrichment analysis was performed with the topGO package. The top 20 terms associated with biological processes are listed.
(DOCX) Click here for additional data file.

S5 Table Pathway analysis of hyperoxia-exposed A549 cells pre-treated with ATRA. KEGG pathways associated with the differentially expressed genes of hyperoxia-exposed cells treated with ATRA, as generated by GAGE.
(CSV) Click here for additional data file.

S6 Table List of DEG between hyperoxia-exposed A549 cells treated with ATRA and ethanol-treated controls. A549 cells were exposed to hyperoxia in the presence or absence of ATRA, as described in Materials and Methods. RNA was isolated and sequenced, followed by analysis of the differentially expressed genes with DESeq2.
(CSV) Click here for additional data file.

S7 Table Gene ontology analysis of hyperoxia-exposed A549 cells treated with ATRA. Following RNA-seq analysis of A549 cells treated with hyperoxia, enrichment analysis was performed with the topGO package. The top 20 terms associated with biological processes are listed.
(DOCX) Click here for additional data file.

S1 Fig Normalized read counts for proliferation markers. Following DESeq analysis of the RNA-seq results, normalized counts for transcripts of proliferation markers Ki67, PCNA, and MCM-2 were mined.
(TIF) Click here for additional data file.

S2 Fig Normalized read counts for surfactant genes. Following DESeq analysis of the RNA-seq results, normalized counts for transcripts of surfactant genes SFTPA1, SFTPA2, SFTPB, SFTPC, and SFTPD were mined. At least two samples per condition had zero counts for each gene.
(TIF) Click here for additional data file.

# Supplementary material for: All trans-retinoic acid modulates hyperoxia-induced suppression of NF-kB-dependent Wnt signaling in alveolar A549 epithelial cells
**Source:** PLoS One. 2022 Aug 10;17(8):e0272769. doi: 10.1371/journal.pone.0272769
**Supplement:** S1 Table

S1 Table

*ANOVA Summary Table for cell numbers in the 24-hour time point*

|  | SS | DF | MS | F (DFn, DFd) | P value |
| --- | --- | --- | --- | --- | --- |
| Interaction | 849.7 | 3 | 283.2 | F (3, 12) = 3.650 | P=0.0445 |
| ATRA concentration | 6443 | 3 | 2148 | F (1.597, 6.388) = 27.67 | P=0.0009 |
| Oxygen exposure | 533.0 | 1 | 533.0 | F (1, 4) = 3.253 | P=0.1456 |
| Replicate | 655.4 | 4 | 163.9 | F (4, 12) = 2.111 | P=0.1422 |
| Residual | 931.3 | 12 | 77.61 |  |  |

_____________________________________________________________________________________

SS = Sum-of-squares, DF = Degrees of freedom, MS = Mean squares, F = F-statistic, DFn = Degrees of freedom in the numerator, DFd = Degrees of freedom in the denominator.

# Supplementary material for: All trans-retinoic acid modulates hyperoxia-induced suppression of NF-kB-dependent Wnt signaling in alveolar A549 epithelial cells
**Source:** PLoS One. 2022 Aug 10;17(8):e0272769. doi: 10.1371/journal.pone.0272769
**Supplement:** S2 Table

S2 Table

*ANOVA Summary Table for cell numbers in the 48-hour time point*

|  | SS | DF | MS | F (DFn, DFd) | P value |
| --- | --- | --- | --- | --- | --- |
| Interaction | 29446 | 3 | 9815 | F (3, 12) = 60.68 | P<0.0001 |
| ATRA concentration | 48368 | 3 | 16123 | F (1.566, 6.264) = 99.67 | P<0.0001 |
| Oxygen exposure | 254719 | 1 | 254719 | F (1, 4) = 1035 | P<0.0001 |
| Replicate | 984.3 | 4 | 246.1 | F (4, 12) = 1.521 | P=0.2576 |
| Residual | 1941 | 12 | 161.8 |  |  |

_____________________________________________________________________________________

SS = Sum-of-squares, DF = Degrees of freedom, MS = Mean squares, F = F-statistic, DFn = Degrees of freedom in the numerator, DFd = Degrees of freedom in the denominator.

# Supplementary material for: All trans-retinoic acid modulates hyperoxia-induced suppression of NF-kB-dependent Wnt signaling in alveolar A549 epithelial cells
**Source:** PLoS One. 2022 Aug 10;17(8):e0272769. doi: 10.1371/journal.pone.0272769
**Supplement:** S3 Table

S3 Table

*ANOVA Summary Table for cell numbers in the 72-hour time point*

|  | SS | DF | MS | F (DFn, DFd) | P value |
| --- | --- | --- | --- | --- | --- |
| Interaction | 98077 | 3 | 32692 | F (3, 12) = 15.14 | P=0.0002 |
| ATRA concentration | 173523 | 3 | 57841 | F (1.323, 5.293) = 26.79 | P=0.0024 |
| Oxygen exposure | 856170 | 1 | 856170 | F (1, 4) = 5480 | P<0.0001 |
| Replicate | 625.0 | 4 | 156.2 | F (4, 12) = 0.07237 | P=0.9892 |
| Residual | 25908 | 12 | 2159 |  |  |

_____________________________________________________________________________________

SS = Sum-of-squares, DF = Degrees of freedom, MS = Mean squares, F = F-statistic, DFn = Degrees of freedom in the numerator, DFd = Degrees of freedom in the denominator.

# Supplementary material for: All trans-retinoic acid modulates hyperoxia-induced suppression of NF-kB-dependent Wnt signaling in alveolar A549 epithelial cells
**Source:** PLoS One. 2022 Aug 10;17(8):e0272769. doi: 10.1371/journal.pone.0272769
**Supplement:** S4 Table — Following RNA-seq analysis of A549 cells treated with hyperoxia, enrichment analysis was performed with the topGO package. The top 20 terms associated with biological processes are listed.

| GO.ID | Term | elim Fisher pValue |
| --- | --- | --- |
| GO:0051301 | cell division | 9.10E-26 |
| GO:0000184 | nuclear-transcribed mRNA catabolic proce... | 1.30E-25 |
| GO:0006614 | SRP-dependent cotranslational protein ta... | 3.20E-24 |
| GO:0019083 | viral transcription | 1.30E-22 |
| GO:0006413 | translational initiation | 1.80E-20 |
| GO:0016032 | viral process | 6.10E-15 |
| GO:0050821 | protein stabilization | 2.00E-13 |
| GO:0043488 | regulation of mRNA stability | 3.80E-13 |
| GO:1900034 | regulation of cellular response to heat | 2.70E-12 |
| GO:0032436 | positive regulation of proteasomal ubiqu... | 1.40E-11 |
| GO:0071712 | ER-associated misfolded protein cataboli... | 5.60E-11 |
| GO:0043687 | post-translational protein modification | 9.50E-10 |
| GO:0010389 | regulation of G2/M transition of mitotic... | 1.10E-09 |
| GO:0000122 | negative regulation of transcription by ... | 1.60E-09 |
| GO:0006298 | mismatch repair | 2.10E-09 |
| GO:0007052 | mitotic spindle organization | 2.30E-09 |
| GO:1901796 | regulation of signal transduction by p53... | 3.80E-09 |
| GO:0006260 | DNA replication | 5.40E-09 |
| GO:0000082 | G1/S transition of mitotic cell cycle | 2.30E-08 |
| GO:0006406 | mRNA export from nucleus | 4.00E-08 |

# Supplementary material for: All trans-retinoic acid modulates hyperoxia-induced suppression of NF-kB-dependent Wnt signaling in alveolar A549 epithelial cells
**Source:** PLoS One. 2022 Aug 10;17(8):e0272769. doi: 10.1371/journal.pone.0272769
**Supplement:** S7 Table — Following RNA-seq analysis of A549 cells treated with hyperoxia, enrichment analysis was performed with the topGO package. The top 20 terms associated with biological processes are listed.

| **GO.ID** | **Term** | **elim Fisher p-value** |
| --- | --- | --- |
| GO:0043312 | neutrophil degranulation | 7.00E-11 |
| GO:1904290 | negative regulation of mitotic DNA damag... | 8.20E-11 |
| GO:0036149 | phosphatidylinositol acyl-chain remodeli... | 8.80E-11 |
| GO:0021819 | layer formation in cerebral cortex | 1.20E-10 |
| GO:0038063 | collagen-activated tyrosine kinase recep... | 1.30E-10 |
| GO:0061302 | smooth muscle cell-matrix adhesion | 2.80E-09 |
| GO:0036151 | phosphatidylcholine acyl-chain remodelin... | 1.10E-08 |
| GO:0090207 | regulation of triglyceride metabolic pro... | 4.90E-08 |
| GO:0071364 | cellular response to epidermal growth fa... | 6.10E-08 |
| GO:0043066 | negative regulation of apoptotic process | 5.60E-07 |
| GO:0006606 | protein import into nucleus | 1.30E-06 |
| GO:0031638 | zymogen activation | 1.40E-06 |
| GO:0043065 | positive regulation of apoptotic process | 2.60E-06 |
| GO:0055114 | oxidation-reduction process | 3.10E-06 |
| GO:0010715 | regulation of extracellular matrix disas... | 4.20E-06 |
| GO:0010667 | negative regulation of cardiac muscle ce... | 5.80E-06 |
| GO:0002064 | epithelial cell development | 6.00E-06 |
| GO:0072659 | protein localization to plasma membrane | 6.10E-06 |
| GO:0001649 | osteoblast differentiation | 6.80E-06 |
| GO:0034775 | glutathione transmembrane transport | 8.40E-06 |

How the deposited data were processed for this re-analysis (not part of the article)

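Gene expression was measured by RNA-seq in A549 cells, a human lung epithelial cell line, after 72 hours in 95% oxygen (hyperoxia) or 21% oxygen (normoxia). The 10 libraries of Fig 2B comprise 2 with ethanol vehicle and 3 with 1e-05 mM ATRA at each oxygen exposure. Another 4 libraries, 2 per oxygen exposure, received no vehicle. A library whose labels name a treatment that the paper does not describe was not assigned to a condition and entered no comparison.

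The authors trimmed the reads with Trimmomatic, aligned them to hg38 with hisat2 and counted them per gene symbol with htseq, and the deposited values are these raw counts, without normalization. Each library has counts for 43388 genes. The paper's text does not give the annotation release or the strand and overlap settings of the counting. Counts on genes numbered between 2642377 and 5605072 per library, and between 12657 and 20108 genes had a count. The smallest share that can be shown, 3 counts, corresponds to between 0.535 and 1.14 CPM and covers counting error only.

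Gene positions and biotypes were taken from RefSeq for GRCh38.p14, which matched 35188 of the symbols, 926 of them through a synonym. Transcript lengths came from GENCODE 44 for 26122 genes. Of 37 genes examined singly, 15 overlap another annotated gene, and for 12 of these the overlapping gene held at least 10% as many counts.

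Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr (minimum count 10, minimum total count 15), which left 14957 genes. Library sizes were normalized by the TMM method, and a quasi-likelihood model with 4 groups was fitted to the 10 libraries. Hyperoxia was compared with normoxia among vehicle libraries, ATRA with vehicle at each oxygen exposure, and the ATRA effects between the oxygen exposures by an interaction term. DE genes are those with a Benjamini-Hochberg adjusted p-value under 0.05, and a 2-fold change is a log2 fold change above 1 or below -1. Comparisons with the libraries without vehicle came from a fit of 14 libraries in 6 groups, with 15339 genes tested. Values given as CPM are normalized counts with SD. Log2 CPM for the principal components, the distances and the gene lists used a prior count of 2. A fold change against a group whose libraries all have at most 3 counts was computed against that floor and is a lower bound.

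Separation by oxygen exposure was tested by an exact permutation test over 252 groupings, and surfactant protein counts by Fisher's exact test. Gene lists covered p53 targets, the cell cycle, NF-κB targets and retinoic acid targets. They were written after the paper was read but before the data were examined. They were tested with camera in limma 3.58.1, with adjustment over 16 tests. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

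The procedure was tested on simulated data with 200 changed genes. Genes with a low mean were not chosen for change, so the recovery does not extend to genes with few counts. Each gene was drawn independently, so the simulated lists held no correlation between genes. The edgeR test recovered 59.8% of genes changed 2-fold and 88.2% of those changed 4-fold, and 6.41% of its calls were unchanged genes. DESeq2 1.42.0 recovered 57% and 89.2%, and 8.28% of its calls were unchanged genes. A simulated list of raised genes had a camera p of 4.98e-06 and an unchanged list 0.504.

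The genes named are those the paper names in its text, Tables 1 and 2, Fig 4 (where a box matches one gene of S6 Table), Fig 5C and Fig 6B, those of the gene lists, and the 10 with the smallest p-value in each comparison. The genes RN7SL1, PCNA-AS1, TALAM1, MALAT1, NYAP1, RNR1, RNR2 and FTL and the genes named as overlapping others were chosen after their values were seen. Results for some of the genes covered by this rule are not reported here.

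The alternatives were DESeq2 on the same groups, edgeR with RLE size factors, no filter on low counts, only the groups compared, all 14 libraries in 6 groups, DESeq2 on only the groups compared, the libraries without vehicle, vehicle and ATRA libraries together with ATRA as a covariate (5 against 5), DESeq2 by oxygen exposure alone, and leaving out each library in turn. A block of library sets was added after seeing the data, with sets inferred from the library numbers alone (IA01 to IA03, IA04 to IA09 and IA10 to IA15). For gene lists, the correlation between genes was also fixed at 0.01. The analyses of GO terms, KEGG pathways with GAGE, upstream pathways with IPA and binding sites with DAVID were not repeated, and cell counts were not analysed here.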

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

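The tests on RPS29 and those without the library IA01 were chosen only after the result was seen, and the other tests here before. Groups held 2 or 3 libraries, too few to test a single library as an outlier.

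The effect of ATRA differed between hyperoxia and normoxia for 21 genes, by the interaction term of edgeR's quasi-likelihood test over 14957 genes, and for 1078 at an unadjusted p under 0.05. One technical explanation is that the vehicle libraries of one oxygen exposure differ from the libraries without vehicle. With the libraries without vehicle as controls, 20 of the 21 genes kept the sign of the difference, 14 with an unadjusted p under 0.05. The exception was RPS29, at 0.32. Over all 15339 genes tested there, 3 were past the threshold, and those among the 21 were not counted separately. The ATRA libraries are shared by both calculations, so they are not independent. Without IA01, a library with fewer genes, 20 of 21 kept the sign as well.

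Among these genes, the difference between the ATRA effects was -1.83 for IGFBP3 on the log2 scale (standard error 0.20, adjusted p = 0.000130 from edgeR). With the libraries without vehicle as controls it was -1.47 (adjusted p = 0.0217 from edgeR), and -1.41 without IA01, so a difference of the vehicle libraries does not account for it. A smaller ATRA effect on IGFBP3 in hyperoxia is left as a hypothesis, and other technical explanations were not tested.

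For ITGB4 the difference was 1.39 (standard error 0.23, adjusted p = 0.00861 from edgeR). With the libraries without vehicle as controls it was 1.06 (adjusted p = 0.634 from edgeR), the same direction but not past the threshold, and without IA01 0.621, so a difference of the vehicle libraries could account for part of it. In a fit of 14 libraries, the adjusted p of the first difference was 0.517, and over its 4 alternatives it ranged from 4.64e-07 to 0.517. A larger ATRA effect on ITGB4 in hyperoxia remains a hypothesis, and GALK1 overlaps ITGB4 with 20.6% as many counts.

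In data that the paper does not report on, RPS29 was higher in the hyperoxia vehicle libraries than in the hyperoxia libraries without vehicle, by 2.30 on the log2 scale (standard error 0.21, adjusted p = 0.000106 from edgeR). Over the 4 alternatives the adjusted p ranged from 4.04e-41 to 0.866. RPS29 had 1110 and 1560 CPM in the hyperoxia vehicle libraries and between 258.5 and 420.9 CPM in the 12 other mapped libraries. With ATRA, RPS29 was not under its level without vehicle in hyperoxia (a difference of 0.0168, adjusted p = 0.967 from edgeR). In normoxia the vehicle libraries differed from those without by 0.0338, so ethanol alone does not raise RPS29 at both exposures. A rise with ethanol in hyperoxia that ATRA reverses would give the same values, and these tests cannot rule it out. The 77 other ribosomal protein genes had a median log2 fold change of 0.0495 in the same comparison, with 0.755 as their largest, so they did not shift together. Reads of RN7SL1, which lies within RPS29, were tested as well. The one other library with as much RN7SL1 (2258 CPM, against 2116 CPM in the lower hyperoxia vehicle library) had 270.9 CPM of RPS29. No cause was found. A difference in the handling of these 2 libraries was not tested, and the pattern cannot be told apart from it.

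Hyperoxia against normoxia in the libraries without vehicle, which the paper does not report, gave 2324 DE genes among 15339 tested by edgeR. Of the 2616 DE genes found with vehicle, 2488 had the same sign without vehicle and 1481 were DE genes with the same sign in both. Another 843 were DE genes without vehicle only. One technical explanation is the library IA01. Without it, 2570 of the 2616 had the same sign, while the number of DE genes was not computed. No other technical explanation was tested for this count.

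ATRA against vehicle in normoxia, a comparison that the paper's text gives no DE genes for, gave 187 DE genes by edgeR, 122 higher and 65 lower. Of the 331 DE genes for ATRA in hyperoxia, 280 had the same sign in normoxia, and 96 were also DE genes there, 94 of them with the same sign. No technical explanation was tested for this count.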

How the results depend on the processing

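All alternatives were set before the data were examined, except leaving out libraries for the gene lists, the block of library sets and the values without IA01, which were chosen after seeing the data. For most changes given here, the cause was not tested.

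Among single genes other than MKI67, PCNA and MCM2, 59 results of a gene in a comparison were recomputed. Over the alternatives set before, 372 values kept their direction and call, 28 lost the call, 17 gained it and 7 reversed. With each library left out in turn, 549 were unchanged, 14 lost and 4 gained the call, and 30 values without a test moved by more than the spread between libraries. MKI67 in hyperoxia, CDKN1A, MDM2, GPX1, NFKB2 in hyperoxia and with ATRA, and CYP26B1, CYP24A1 and CYP2S1 with ATRA kept direction and call under each alternative run for them.

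The number of DE genes in hyperoxia was 4665 with only the groups compared, 4802 with vehicle and ATRA libraries together and ATRA as a covariate, 4555 with DESeq2 by oxygen exposure alone, and 1420 with 14 libraries. With 14 libraries, 393 genes were upregulated and 413 downregulated 2-fold. For ATRA in hyperoxia there were 522 DE genes without a filter, 726 with DESeq2 on only the groups compared, and 116 with 14 libraries, where 43 were upregulated and 14 downregulated 2-fold; without a filter, 40 were downregulated. For ATRA in normoxia there were 300 without a filter and 70 with 14 libraries. The interaction gave 103 genes with DESeq2, 91 without a filter and 4 with 14 libraries. Vehicle against no vehicle in hyperoxia gave 1 gene, and 10 with DESeq2 on the same groups, 89 without a filter and 0 with only the groups compared (1366 genes at an unadjusted p under 0.05 in the fit of 14 libraries). In normoxia it gave 0 genes, with 133 at an unadjusted p under 0.05, and 3 without a filter.

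Of the hyperoxia-up genes, 6 were lowered by ATRA with ATRA as a covariate and 18 without a filter. Of the hyperoxia-down genes, 27 were raised by ATRA with only the groups compared, 16 with 14 libraries, 23 with hyperoxia genes from the libraries without vehicle, 28 with ATRA as a covariate and 21 with DESeq2 by oxygen exposure alone.

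With each library left out in turn, ATRA in hyperoxia gave from 218 to 449 DE genes and from 17 to 69 genes downregulated 2-fold, ATRA in normoxia from 121 to 267, the interaction from 12 to 28, and the hyperoxia-up genes lowered by ATRA from 7 to 21. The log2 fold change of PCNA ranged from -0.28 to -0.021 in hyperoxia, from 0.14 to 0.40 with ATRA in hyperoxia and from -0.091 to 0.092 with ATRA in normoxia. That of MCM2 ranged from -0.60 to -0.40 in hyperoxia and from -0.15 to 0.16 with ATRA in hyperoxia, and that of MKI67 with ATRA in hyperoxia from -0.095 to 0.42.

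PCNA in hyperoxia reversed to 0.042 with ATRA as a covariate and to 0.034 with DESeq2 by oxygen exposure alone. MCM2 in hyperoxia passed the threshold with only the groups compared (-0.50), DESeq2 on only the groups compared (-0.49), the libraries without vehicle (-0.78), ATRA as a covariate (-0.63) and DESeq2 by oxygen exposure alone (-0.64). Without a filter, MCM2 with ATRA in hyperoxia was -0.0090 and PCNA with ATRA in normoxia -0.0045. In hyperoxia, SFRP4 reversed to 0.87, RPS29 to -0.33 and HAPLN3 to -1.65 in the libraries without vehicle. Without the library IA01, these were -0.24, -0.40 and -0.49, that of ITGB4 was -0.26 and that of MCM2 -0.35. HAPLN3 was -0.36 with ATRA as a covariate and -0.50 with DESeq2 by oxygen exposure alone, and IGFBP7 was 0.086 and 0.13.

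The separation by oxygen exposure was 1.102 on normalized counts without a log and no longer past the threshold. With the correlation between genes fixed at 0.01, the adjusted p from camera was 0.000218 for NF-κB targets and 4.34e-23 for cell cycle genes in hyperoxia, 0.03 for NF-κB targets with ATRA in normoxia, and 0.00274 for NF-κB targets and 0.0402 for p53 targets in the interaction. Without a filter, it was 0.049 for cell cycle genes in hyperoxia, and the direction of cell cycle genes reversed with ATRA in hyperoxia and in the interaction (0.991 for each).

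Of 19 retinoic acid targets tested, 17 were higher with ATRA at each oxygen exposure. Their adjusted p from camera was 0.0369 in hyperoxia and 0.0287 in normoxia. Without a filter or with the correlation fixed at 0.01, it was at most 0.0202 at each exposure. With libraries left out, the adjusted p from camera for these targets ranged from 0.0287 to 0.0834 in hyperoxia and from 0.0159 to 0.0833 in normoxia. In the interaction it ranged from 0.859 to 0.992. For cell cycle genes it ranged from 0.745 to 0.992 with ATRA in hyperoxia, from 0.970 to 0.992 in normoxia and from 0.748 to 0.992 in the interaction, and for p53 targets with ATRA in normoxia from 0.218 to 0.972.

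The labels carry no replicate numbers. With 3 sets of libraries by library number as a block, edgeR gave 2720 DE genes in hyperoxia, 251 with ATRA in hyperoxia, 175 with ATRA in normoxia and 28 in the interaction. Of the 59 single-gene results, 57 kept direction and call, and HAPLN3 and CNTNAP3 lost the call with ATRA in hyperoxia. The direction of cell cycle genes reversed with ATRA in hyperoxia (adjusted p = 0.953 from camera). MKI67 was higher with ATRA in each of the 4 pairs of ATRA and vehicle libraries within a set. MCM2 was higher in 4 of these pairs and PCNA in 3. With the block, the log2 fold change of MKI67 was 0.18 in hyperoxia (adjusted p = 0.787 from edgeR) and 0.24 in normoxia (adjusted p = 0.755 from edgeR). That of MCM2 was 0.078 in hyperoxia and 0.33 in normoxia, and that of PCNA 0.30 and 0.030. None of these was past the threshold of edgeR. Deviations from the group means correlated by 0.0249 on average between libraries of one set and by -0.0135 between sets.

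The medians of the p53, cell cycle, NF-κB and ribosomal protein genes in hyperoxia kept their direction under each of the 9 alternatives. In the libraries without vehicle, the median of all genes tested was -0.105, and the p53 list lay at 1.67 and the ribosomal protein genes at -0.746 on the same scale.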

Differences from the paper's values

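The paper reports 4541 DE genes in hyperoxia, and 2616 were found here. Of the alternatives set before the data were examined, 4 gave a number within 1.5 times the paper's: 4665 with only the groups compared, 3835 with DESeq2 on only the groups compared, 4802 with ATRA as a covariate and 4555 with DESeq2 by oxygen exposure alone. The gap stayed open with DESeq2 on the same groups (2625), RLE size factors (2596), no filter (2670), 14 libraries (1420), the libraries without vehicle (2324) and library sets as a block (2720), which was chosen after seeing the data. DESeq2 by oxygen exposure alone also gave 801 genes up and 913 down 2-fold, against 800 and 911 in the paper, and log2 fold changes of 6.874 for PINCR, 6.568 for HCAR3 and -6.552 for DACT2, as in the paper. The paper's text does not state this grouping.

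The paper reports 733 DE genes for ATRA in hyperoxia, and 331 were found here. No filter (522) and DESeq2 on only the groups compared (726) came within 1.5 times the paper's number, and DESeq2 on the same groups (476), RLE size factors (338), only the groups compared (264), 14 libraries (116) and library sets as a block (251) did not. The paper gives 694 of its DE genes as protein coding, and 316 of those found here were; no alternative was run for this number.

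The paper reports 23 downregulated genes rescued by ATRA, and 45 were found here. The numbers with only the groups compared (27), 14 libraries (16), the libraries without vehicle (23), ATRA as a covariate (28) and DESeq2 by oxygen exposure alone (21) were within 1.5 times the paper's. Those with DESeq2 on the same groups (56), RLE size factors (45), no filter (66), DESeq2 on only the groups compared (44) and library sets as a block (36) were not.

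Table 1 lists 40 genes as changed in hyperoxia, of which 10 were DE genes here. All 40 were DE genes with DESeq2 by oxygen exposure alone, and between 4 and 22 under the other alternatives set before. ITGB2 and DACT2, which the paper names as inhibited by hyperoxia, were at least 2.49-fold and 1.87-fold lower. Each bound rests on 1 normoxia vehicle library. Their adjusted p-values were 0.178 and 0.133 from edgeR. With ATRA as a covariate these were 0.0207 and 6.43e-05, and with DESeq2 by oxygen exposure alone 0.00851 and 2.53e-07, out of ranges from 0.00851 to 0.501 and from 2.53e-07 to 0.305 over their alternatives. Of the genes that S6 Table lists, 305 were DE genes here and 695 with DESeq2 on only the groups compared.

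The paper reports a relative increase of Ki67 mRNA with ATRA at both oxygen exposures, and changes of PCNA and MCM2 that followed the same trends less prominently. The log2 fold changes of MKI67, PCNA and MCM2 were 0.15, 0.28 and 0.01 in hyperoxia and 0.23, 0.01 and 0.24 in normoxia, and none of these was past the threshold here or under the alternatives run for them. The paper names CYP26B1 as the gene with the highest fold change with ATRA. NYAP1, which S6 Table does not list and which was chosen after its values were seen, had a log2 fold change of 4.20 against 4.13 for CYP26B1. Its vehicle counts were 1 and 3, so that NYAP1 was at least 12.5-fold higher. The paper gives all genes changed 2-fold by ATRA as protein coding, and 117 of 121 were so here.

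Fig 6B shows PCDH1, HAPLN3 and IGFBP7 among genes whose hyperoxia change ATRA reverted. PCDH1 was raised by hyperoxia (1.44) and by ATRA (1.49). HAPLN3 (0.16) and IGFBP7 (-0.38) were not DE genes in hyperoxia. PTK2B and IGFBP7 were not DE genes with ATRA, but were with DESeq2 on the same groups, no filter, and DESeq2 on only the groups compared. SFRP4, which the paper gives as rescued, was not a DE gene in hyperoxia (-1.11), but was with no filter, only the groups compared, and ATRA as a covariate. Of the genes listed in Fig 5C, TMEM265, MXD1, GEM, SH2D5, PTK2B, LOC105369370 and FAM122B were not DE genes with ATRA here.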

Other observations

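The tests on identical counts, the library IA01, DACT2 and NFKB2 were chosen only after the result was seen, and the other tests here before.

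Among genes called and changed at least 2-fold in both comparisons, 57 of 61 (93.4%) moved in opposite directions with hyperoxia and ATRA. The share given the numbers of genes in each direction was 51.5%. Both comparisons share the hyperoxia vehicle libraries, which favours opposite directions. With the hyperoxia genes called in the libraries without vehicle at the same limit, 74.4% moved in opposite directions, against 49.8%. The shared libraries therefore do not account for the whole excess. Against the libraries without vehicle, 29 of the 32 genes listed in Fig 5C changed with ATRA the same way, 7 past the threshold of edgeR and 22 at an unadjusted p under 0.05. The exceptions were GEM, CDH1 and TNS4, and without IA01 all 32 changed the same way. The 74.4% was not computed without IA01. ATRA may therefore move these genes against hyperoxia whichever control is used, but the ATRA libraries are the same in both comparisons.

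Several genes had identical counts in all libraries. Of 9 gene pairs with identical counts and at least 100 counts, 7 had positions for both genes, and 100% of these overlapped, which is consistent with reads counted for each of the overlapping genes. The count of PCNA-AS1 was 0.965 times that of PCNA (median over 15 libraries), and that of TALAM1 1.94 times that of MALAT1. These genes were chosen after their values were seen. Counting without regard to strand could give such ratios, but other technical causes were not tested. No biological explanation was tested.

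The hyperoxia library without vehicle IA01 listed 12657 genes with a count. At an equal depth of 2642377 counts it had 12480, while the other libraries had between 16125 and 18892, so fewer reads do not account for the difference. Other causes were not tested. IA01 is 1 of the 2 hyperoxia libraries without vehicle, and IA01 and IA04 differed by a chi-square of 31.5 per gene, against 3.98 to 16.8 in other replicate pairs, so some values from these libraries were computed again without IA01. The numbers of DE genes were not.

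The p53 targets were higher in hyperoxia. Without the genes of Fig 3 and Table 1, the 31 left had a median log2 fold change of 1.55 and an unadjusted camera p of 0.000356. Among 10000 random lists matched on expression and transcript length, 0 reached the list's median of 1.66, and the highest was 0.418. Activation of p53 in hyperoxia is a candidate explanation, as a hypothesis. The ribosomal protein genes were lower in hyperoxia, with a median of -0.673. Of 10000 random lists matched in the same way for short transcripts, 0 were as low, and the lowest was -0.326. Other technical explanations were not tested for either list.

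The NF-κB targets were higher in hyperoxia and lower with ATRA against vehicle, neither past the threshold of camera as a list. Against the libraries without vehicle, the median with ATRA was 0.0582, with 13 of 28 genes lower (camera, unadjusted p = 0.835). Without IA01 the median was -0.0856, with 17 of 30 genes lower, against a median log2 fold change of -0.202 with vehicle. The lowering of the list by ATRA cannot be told apart from a difference of the vehicle libraries. NFKB2 itself had a log2 fold change of -1.08 with ATRA against the libraries without vehicle (adjusted p = 0.0118 from edgeR), and -1.04 without IA01, so the vehicle libraries do not account for its fall. An effect of ATRA on NFKB2 is left as a hypothesis, and other technical explanations were not tested.

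DACT2 was a DE gene in hyperoxia where ATRA libraries were included. With ATRA in normoxia its log2 fold change against vehicle was 2.75 (unadjusted p = 0.0103, adjusted p = 0.290 from edgeR). A rise with ATRA in normoxia could account for that call, but the test cannot tell.

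On normalized counts without a log, libraries separated less by oxygen exposure, with a ratio of 1.102. Without the 20 genes with the largest mean, which held between 15.4% and 20.2% of the counts, the ratio was 1.996. A few genes with many counts, led by RNR2, RNR1 and FTL, are a candidate explanation. These genes were chosen after their values were seen.

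Of the 10 splits of the 5 hyperoxia libraries into 3 and 2, 1 gave as many DE genes as the real one, the real split itself, with 264 against 0 in the next. With 10 splits the share cannot fall under 0.05, so the test cannot tell. Of 60 splits of the 10 libraries into 5 and 5 that keep 2 vehicle and 3 ATRA libraries on each side, 1 gave as many as the real split by oxygen exposure, the real split itself, with 4802 against 0 in the next.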
